# Neurofascin stabilization by contactin-associated protein-like 2 and CTCF alleviates mitochondrial dysfunction in Schwann cells during facial nerve injury

**DOI:** 10.1016/j.jbc.2025.111090

**Published:** 2025-12-22

**Authors:** Jin Zhu, Xin Ouyang, Lifu Yu, YeMei Qian, JinYi Li, Xun Sheng, Yu Liu, FengFeng Jia

**Keywords:** facial nerve injury, NFASC, Schwann cells, oxidative stress, I-125, CTCF

## Abstract

During the growth or treatment of oral and maxillofacial tumors, the facial nerve is susceptible to injury, resulting facial dysfunction. Iodine-125 (I-125) seed brachytherapy is widely used in the treatment of various tumors due to its precise and sustained radiation characteristics, yet it may also cause nerve damage. However, the underlying mechanism of I-125 seed implantation-induced facial nerve injury (FNI) remains unclear. Here, a rabbit FNI model was established, and the neural injury mechanism was further investigated through I-125 seed implantation combined with transcriptome sequencing. Results found that neurofascin (NFASC) expression was reduced in injured rabbit facial nerves, and the implantation of I-125 particles further decreased NFASC expression. Overexpression of NFASC repressed oxidative stress and mito-chondrial dysfunction in I-125-treated Schwann cells (SCs), promoted cell proliferation, migration, and expression of myelin genes. Mechanistic studies revealed a protein-protein interaction between contactin-associated protein-like 2 (CNTNAP2) and NFASC, with CNTNAP2 positively regulating NFASC levels. CCCTC-binding factor (CTCF), as a transcription factor, positively regulated CNTNAP2 transcription. Compared to the groups overexpressing either CTCF or CNTNAP2 alone, simultaneous overexpression of CTCF and CNTNAP2 demonstrated an enhanced inhibitory effect on the oxidative stress in I-125-treated SCs, promoted cell proliferation, migration, and expression of myelin genes. CTCF overexpression improved demyelination of the facial nerve in rabbits with I-125 seed implantation and transverse injury by promoting CNTNAP2 and NFASC. In conclusion, CTCF/CNTNAP2/NFASC represents a critical pathway through which SCs mediate facial nerve damage caused by I-125 seed implantation. This finding provides potential therapeutic targets for the repair of FNI.

Oral and maxillofacial tumors are common tumors of the head and neck, with malignant tumors being the most prevalent (1). During their growth, these tumors may compress or invade surrounding facial nerves (2). Tumor resection and radiotherapy are effective treatments for this disease, but these treatments may cause certain damage to the facial nerve. The facial nerve is primarily responsible for controlling sensation, movement, and facial expression muscles. It is a mixed nerve composed of motor, sensory, and parasympathetic fibers (3). Facial nerve damage can lead to facial paralysis, with common symptoms including facial muscle paralysis, incomplete eyelid closure, altered taste, and auditory abnormalities, which severely affect patients' daily life and work (4). However, due to the unique anatomical location of the facial nerve and the complexity of the regeneration process, promoting the repair of facial nerve damage is a challenging task.

Iodine (I)-125 brachytherapy involves the implantation of radioactive seeds into tumor tissue, subjecting the tumor to continuous low-energy γ-ray treatment (5). This therapy is characterized by a high local dose with a rapid dose fall-off at the edges, short irradiation time, and relatively few side effects. I-125 seed implantation has been used in the treatment of various tumors, including prostate cancer (6), cholangiocarcinoma (7), lung cancer (8), and salivary gland malignancies (9). Recent studies have indicated that I-125 seed implantation may damage surrounding tissues, muscles, and nerves (10). In previous research, we discovered that I-125 seeds could inhibit Schwann cells (SCs) proliferation and migration, exacerbating facial nerve injury (FNI) in rats (11). However, the pathological mechanism underlying facial nerve damage caused by I-125 seed implantation needs further clarification.

SCs are glial cells in the peripheral nervous system. Activated SCs participate in myelin formation, maintain the structure and function of nerve fibers, and regulate nerve conduction, playing a crucial role in the repair process of damaged nerves (12). A study has shown that decreased c-Jun expression and reduced secretion of inhibitory factors in senescent and chronically denervated SCs could impair axon regeneration after peripheral nerve injury (13). Promoting the proliferation, migration, and paracrine function of SCs could facilitate functional recovery from FNI in rats (14).

Transcriptome sequencing utilizes high-throughput sequencing technology to acquire sequence information for almost all transcripts of specific tissues and organs in a certain state, thereby aiding in the untangling of specific biological processes and the molecular mechanisms involved in the occurrence and development of diseases. Based on previous research, in this study, we employed transcriptome sequencing to screen for differentially expressed genes (DEGs) in rabbit facial nerve tissues with FNI and I-125 implantation. Through enrichment analysis, we identified neurofascin (NFASC), which was associated with myelin formation and axon guidance and whose expression was reduced in the I-125 implantation group. NFASC, a neural cell adhesion molecule, plays a crucial role in axon growth, fasciculation of nerve fibers, and the establishment and maintenance of the axon initial segment and Ranvier's nodes (15). It has been reported to be involved in the myelination process of SCs (16). Subsequently, we exposed SCs to I-125 seed radiation to investigate the effects of NFASC on SC function. Furthermore, we predicted potential regulatory factors of NFASC through databases, delving into the underlying regulatory mechanisms of I-125 seed implantation in FNI.

## Results

### The expression of NFASC decreased in rabbits with FNI implanted with I-125 seed

Transcriptome sequencing was performed on the facial nerves of rabbits in both the I-125 seed implantation group and the FNI group. 

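Facial nerve RNA from 3 rabbits of the FNI group and 3 rabbits of the FNI+I-125 group was sequenced, with 1 library per rabbit. The main trunk of the nerve had been transected in both groups. In the FNI+I-125 group, an I-125 seed of 0.8 mCi had been implanted beside the nerve, and all nerves were harvested on day 14. The authors selected mRNA with oligo dT, sequenced it on an Illumina HiSeq platform, and deposited the number of reads counted on each gene, without normalization. The paper's text gives FPKM as its expression unit and does not name the aligner, the genome build, the counting program or the test for differential expression. Total counts were 16682366, 16798012 and 16059301 in FNI replicates 1, 2 and 3, with a median of 16682366. In FNI+I-125 replicates 1, 2 and 3 they were 16594725, 16511289 and 16031151, with a median of 16511289. The paper reports 6.54 to 6.96 Gb of valid data per library, and the values here use the total counts. The files list 17396 genes, of which 15661 to 16139 had a count in each library.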

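Counts were normalized by edgeR's TMM method, whose factors ran from 0.923 to 1.06. Genes were kept by edgeR's filterByExpr function with a minimum count of 10, which left 14003 genes. Each gene was tested with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over these genes. The standard errors printed with its log2 fold changes were derived from the test's F statistic and are no separate estimate. Values per library are given as CPM, the counts scaled to a common library size with the same normalization. For single values, an exact permutation test of log2(CPM + 1), two-sided, was run, which cannot give a p below 0.1 with 3 rabbits against 3. The biological coefficient of variation over all genes was 43.0%. Pearson's r of log2 CPM between libraries, taken across genes, which are not independent replicates, was lowest at 0.817 between FNI replicate 3 and FNI+I-125 replicate 1. Between the groups it reached 0.950, for FNI replicate 1 and FNI+I-125 replicate 3, and within the groups it ran from 0.897 to 0.972. The highest gene was COL1A1 in 4 libraries, with 4.03% to 7.05% of the counts. In FNI replicate 2 it was DNASE1 with 4.54% of the counts. Neither the labels nor the paper's text name a sequencing batch.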

DEGs were screened with the criteria of q-value < 0.05 and |log_2_ FC| ≥ 1.5, resulting in a volcano plot of differential genes as shown in Figure 1*A*. 

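Among the 14003 genes tested, TPD52L1 had the smallest p-value. Its counts were 435, 551 and 455 in FNI replicates 1, 2 and 3 and 68, 77 and 91 in FNI+I-125 replicates 1, 2 and 3. TPD52L1 stood at 29.0 ± 4.97 CPM (SD, n = 3) in the FNI group and 4.82 ± 0.46 CPM (SD, n = 3) in the FNI+I-125 group. The log2 fold change was -2.59 (standard error 0.19, adjusted p = 0.141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every FNI+I-125 library lay below every FNI library (exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). With each library left out in turn, the log2 fold change of TPD52L1 stayed between -2.67 and -2.44. PGK1 had the smallest p-value among genes with higher counts in the FNI+I-125 group. It rose from 90.8 ± 8.30 CPM to 210 ± 11.5 CPM (SD, n = 3 each), a log2 fold change of 1.21 (standard error 0.12, adjusted p = 0.280 from the same edgeR test), which is under the 1.5 criterion. With each library left out in turn, the log2 fold change of PGK1 stayed between 1.14 and 1.28.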

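The largest changes without overlap between the groups were taken among genes with an unadjusted p under 0.05 and |log2 FC| of 1.5 or more. FDCSP had 0 counts in all FNI libraries and 52, 12 and 19 counts in FNI+I-125 replicates 1, 2 and 3. CXCL8 (log2 fold change 6.45, standard error 1.61), OSM (6.39, standard error 1.72) and IL1B (5.91, standard error 1.86) followed. All 3 were highest in FNI+I-125 replicate 1, and without this library their log2 fold changes were 3.47, 3.80 and 2.35. ANKRD1, at 5.82 (standard error 1.35), had 1475, 2658 and 97 counts in the FNI+I-125 libraries and at most 49 in an FNI library. Among downregulated genes, CLDN10 fell by 5.64 on the log2 scale (standard error 1.53). It had 401, 777 and 19 counts in the FNI libraries and 17, 4 and 2 in the FNI+I-125 libraries. Its groups were barely apart, with 1.12 CPM in FNI replicate 3 and 1.11 CPM in FNI+I-125 replicate 1. CLDN10 belongs to a list of parotid and salivary gland genes, whose transcripts differed between single libraries. ANKFN1 fell by 5.21 (standard error 1.71), SLC25A48 by 4.85 (standard error 1.01) and GCG by 4.79 (standard error 1.70). FNI replicate 3 held most counts of the latter genes, and without it the log2 fold changes were -1.51 for ANKFN1, -3.46 for SLC25A48 and -1.09 for GCG. The adjusted p was 0.280 for each of these genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. NRAP and CACNA1S are labelled in Fig. 1A. NRAP had 13, 5 and 11 counts in the FNI libraries and 1867, 2490 and 7 in the FNI+I-125 libraries. Its log2 fold change was 7.28 (standard error 1.94), and its groups overlapped (exact permutation test, p = 0.3). CACNA1S had 6, 1 and 3 counts against 624, 702 and 1, and it did not pass the filter on low counts. With DESeq2, which tested it, the log2 fold change of CACNA1S was 7.13 (DESeq2's Wald test with Benjamini-Hochberg adjustment, adjusted p = 3.7e-04). NRAP had an adjusted p of 9.3e-04 in that test.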

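At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and |log2 FC| of 1.5 or more, 0 genes were upregulated and 0 genes were downregulated in the FNI+I-125 group. At an unadjusted p under 0.05 with the same fold change, 388 genes were upregulated and 306 were downregulated. Without the fold change criterion, 2375 genes had an unadjusted p under 0.05. The smallest adjusted p of any gene was that of TPD52L1. DESeq2 with its own size factors gave 289 upregulated and 175 downregulated genes at an adjusted p under 0.05, and 410 of these were among the 694 genes at the unadjusted p. With limma-voom in place of edgeR, 0 genes passed in either direction, and 340 and 178 genes passed at the unadjusted p. Without FNI+I-125 replicate 3, 38 genes were upregulated and 2 were downregulated, and 25 of the 38 belong to lists of muscle, Z disc or actin filament binding genes. The 2 downregulated genes were TPD52L1 and AOX3, of which AOX3 is named after its value was seen. With any of the other 5 libraries left out, 0 genes passed in either direction, and 122 to 500 genes per direction passed at the unadjusted p.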

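In counts simulated with the dispersion of these libraries, 200 genes were changed by a log2 fold change of 3. Run on 13824 of the simulated genes, edgeR recovered 169 of them (84.5%) and made 7 wrong calls. DESeq2, run on 14003, recovered 187 (93.5%) and made 60 wrong calls. Genes were drawn independently of each other, so differences that many genes of a library share, as those of muscle genes, were not simulated. These shares are thus not the power of the tests in the libraries themselves. In the data themselves, 3805 genes (27.2%) had no overlap between the groups, where chance gives 10% for 3 libraries against 3. Of these, 2076 were higher and 1729 were lower in the FNI+I-125 group. The groups did not overlap for 301 of the 388 upregulated genes and for 241 of the 306 downregulated genes at the unadjusted p. For 70 of the 388 upregulated genes, FNI+I-125 replicates 1 and 2 lay above all FNI libraries and replicate 3 did not.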

Compared to the FNI group, a total of 507 upregulated genes and 437 downregulated genes were identified in the I-125 group (Fig. 1*B*). KEGG enrichment analysis of the DEGs revealed that the upregulated DEGs were mainly enriched in items such as "cytokine-cytokine receptor interaction", "osteoclast differentiation", and "rheumatoid arthritis" (Fig. 1*C*), while the downregulated DEGs were primarily enriched in items including "steroid biosynthesis", "PPAR signaling pathway", and "cell adhesion molecules" (Fig. 1*D*). 

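Gene lists for the KEGG and GO terms were written from general knowledge, since the databases were not used here, so their members are not the terms' own. With 0 DEGs, none of the 12 lists held a DEG, and the one-sided hypergeometric test gave p = 1 for each (Fisher's exact test). Each list was therefore also tested as a whole with limma's camera function at a preset inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 12 lists. Of the 72 genes tested in the cytokine-cytokine receptor interaction list, 65 were higher in the FNI+I-125 group, with a median log2 fold change of 1.54 (camera, adjusted p = 1.5e-16). In the osteoclast differentiation list, 37 of 38 genes were higher, with a median of 1.29 (camera, adjusted p = 4.9e-15). In the rheumatoid arthritis list, 31 of 34 were higher, with a median of 1.37 (camera, adjusted p = 2.3e-11). Higher counts without overlap between the groups were found for 39, 21 and 18 genes of these lists, where chance gives 10% for both directions together. All 3 lists share genes such as IL1B and TNF. CCL4 (log2 fold change 5.25, standard error 1.08) and MMP1 (4.89, standard error 1.34) led the cytokine and rheumatoid arthritis lists by p-value among genes not named above. Without FNI+I-125 replicate 1, that of CCL4 was 3.47, and without FNI replicate 2, that of MMP1 was 7.41. SPI1 (2.05, standard error 0.56) led the osteoclast list.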

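Among the lists of the downregulated terms, 13 of 16 steroid biosynthesis genes were lower in the FNI+I-125 group, with a median log2 fold change of -1.15 (camera, adjusted p = 1.3e-04). In the PPAR signaling pathway list, 30 of 45 genes were lower, with a median of -0.39 (camera, adjusted p = 0.0472). In the cell adhesion molecules list, 49 of 63 genes were lower, with a median of -0.61 (camera, adjusted p = 5.1e-08). Lower counts without overlap between the groups were found for 6, 8 and 22 genes of these lists. In the steroid biosynthesis and cell adhesion molecules lists, SOAT2 (log2 fold change -1.53, standard error 0.38) and SLITRK3 (-2.70, standard error 0.44) had the smallest p-value in the paper's direction. Without FNI replicate 3, the log2 fold change of SOAT2 was -1.10. All 12 lists passed an adjusted p of 0.05 in camera. None of the 12 did with the correlation estimated from the data (adjusted p from 0.173 to 0.429) or with limma's fry (from 0.0678 to 0.359). The PPAR list also lost its call with library size only or upper-quartile normalization and when any 1 of 4 libraries was left out, with the largest adjusted p of 0.282 (camera) without FNI replicate 3. Counts adjusted over the list alone were 1 upregulated gene, OLR1, and 1 downregulated gene in the PPAR list and 0 in the other KEGG lists, against 0 over all genes tested for every list. OLR1 is named after its value was seen.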

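For the GO terms, list values are given as the mean log2(CPM + 1) of each list in each library. The immune response list, with 50 genes tested, stood at 3.22, 3.72 and 2.28 in FNI replicates 1, 2 and 3 and at 4.73, 4.85 and 4.17 in FNI+I-125 replicates 1, 2 and 3 (exact permutation test, p = 0.1). Its median log2 fold change was 1.53, and 49 of its genes were higher (camera, adjusted p = 5.5e-19). The Z disc list, with 38 genes tested, stood at 3.85, 3.49 and 3.70 against 6.46, 6.63 and 3.37 (exact permutation test, p = 0.4). FNI+I-125 replicate 3 lay below all FNI libraries, and 5 of the 35 genes with a positive log2 fold change had no overlap between the groups (camera, adjusted p = 2.0e-09). The actin filament binding list, with 57 genes tested, stood at 5.78, 5.56 and 5.49 against 6.94, 7.04 and 5.68 (exact permutation test, p = 0.2). It had 39 higher genes and a median of 0.64 (camera, adjusted p = 3.8e-05). Beside ANKRD1 and NRAP, the smallest p-values in these 2 lists were those of RYR1 (log2 fold change 4.28, standard error 1.16), MYO1F (2.14, standard error 0.59) and XIRP1 (6.78, standard error 1.92). RYR1 and XIRP1 had 125 and 7 counts in FNI+I-125 replicate 3 and at least 1251 in the other FNI+I-125 libraries. MYO1F had 2525 counts in that library and 200 to 1004 in the FNI libraries.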

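The myelination list, with 50 genes tested, stood at 5.81, 5.38 and 6.91 in the FNI libraries and at 4.17, 5.17 and 4.42 in the FNI+I-125 libraries (exact permutation test, p = 0.1). Its median log2 fold change was -1.12, and 43 of its genes were lower (camera, adjusted p = 2.2e-11). GJB1 (log2 fold change -3.08, standard error 0.74) and POU3F2 (-2.00, standard error 0.53) had its smallest p-values. Without FNI replicate 3, that of GJB1 was -2.21. The iron ion binding list, with 51 genes tested, stood at 5.24, 5.24 and 5.44 against 4.89, 4.95 and 5.09 (exact permutation test, p = 0.1). Its median was -0.36, and 33 of its genes were lower (camera, adjusted p = 0.0308). This list lost its call without FNI+I-125 replicate 2 (camera, adjusted p = 0.0677) and with at least 10 counts required in every library (camera, adjusted p = 0.0648). CYP17A1, in the iron ion binding list, had 368, 1408 and 2 counts against 36, 2 and 2 (exact permutation test, p = 0.3). Counts adjusted over the list alone were 4 upregulated genes in the immune response list and 0 in the other GO lists, against 0 over all genes tested. These 4 genes were CCL4, CD274, ICOS and TAP1, of which CD274 is named after its value was seen.

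**Figure D1:**
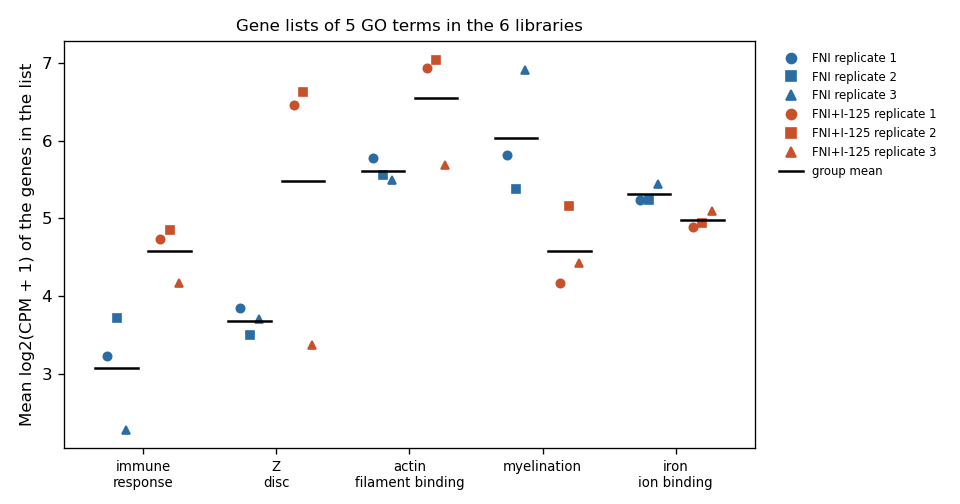
Mean log2(CPM + 1) of 5 gene lists in the 3 FNI and 3 FNI+I-125 libraries. Points are libraries and lines are group means. For the Z disc list, FNI+I-125 replicates 1 and 2 stood at 6.46 and 6.63, and FNI+I-125 replicate 3 at 3.37, below the FNI libraries.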

GO enrichment analysis indicated that the upregulated DEGs were enriched in GO items like "immune response", "Z disc", and "actin filament binding" (Fig. 1*E*), whereas the downregulated DEGs were enriched in terms such as "myelination", "plasma membrane", and "iron ion binding" (Fig. 1*F*).

**Figure 1:**
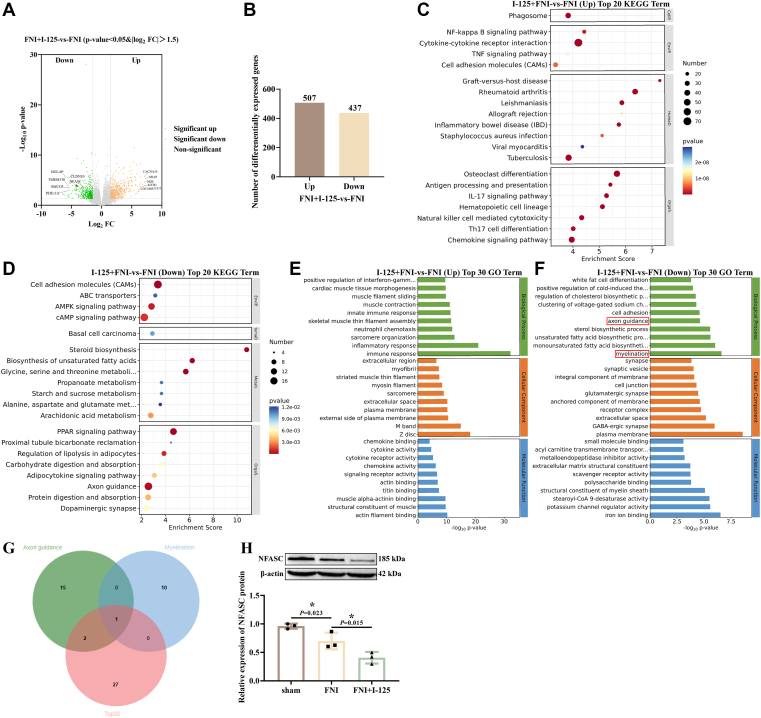
**The expression of NFASC decreased in rabbits with FNI implanted with I-125 seed.***A*, the heat map of DEGs. *B*, the quantification of DEGs. *C*, KEGG enrichment analysis of upregulated DEGs. *D*, KEGG enrichment analysis of downregulated DEGs. *E*, GO enrichment analysis of upregulated DEGs. *F*, GO enrichment analysis of downregulated DEGs. *G*, Venn analysis of myelin formation and axon guidance-related genes within the downregulated differential gene GO enrichment categories, along with the top 30 downregulated DEGs. *H*, detection of NFASC protein expression by Western blotting. ∗*p* < 0.05.

Based on the aforementioned results, we conducted a Venn analysis on the DEGs related to myelination and axon guidance enriched in GO terms, and the top 30 downregulated genes. 

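The paper's text does not say by which value the top 30 genes were ranked, so both the log2 fold change and the p-value were used. With 0 genes downregulated at the adjusted p, the 306 genes at the unadjusted p were ranked. By log2 fold change, 4 genes of the myelination list were among the top 30, namely PMP2 in position 11, DRP2 in position 20, NFASC in position 24 and FA2H in position 29. The axon guidance list, with 92 genes tested and a median log2 fold change of -0.31 (camera, adjusted p = 2.8e-04), had NFASC alone among them. The lists, written here for the paper's terms, share 2 genes, NFASC and CNTN2, and NFASC was the one among the 306. No other gene could be in both lists, so this overlap does not test the paper's intersection. The position of NFASC in a ranking does not depend on the lists. In all, 16 myelination genes and 11 axon guidance genes were among the 306. Ranked by p-value, the top 30 held 0 myelination genes and 2 axon guidance genes, EPHA7 (log2 fold change -1.87, standard error 0.36) and NRCAM (-1.87, standard error 0.39), and NFASC stood at position 155. With DESeq2's 175 downregulated genes ranked by log2 fold change, NFASC stood at position 17 and was again the gene in both lists. With the 493 genes that DESeq2 gave at the unadjusted p ranked by log2 fold change, NFASC stood at position 53, and the top 30 held 0 genes of either list. Ranked by p-value, DESeq2's top 30 held GJB1 from the myelination list, EPHA7 and NRCAM from the axon guidance list, and 0 genes of both.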

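NFASC, listed by its symbol in the files, had 1020, 380 and 10281 counts in FNI replicates 1, 2 and 3. In FNI+I-125 replicates 1, 2 and 3 it had 90, 423 and 128 counts. This was 230 ± 327 CPM (SD, n = 3) in the FNI group and 13.0 ± 11.0 CPM (SD, n = 3) in the FNI+I-125 group. Its log2 fold change was -4.14 (standard error 1.41, adjusted p = 0.280 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FNI+I-125 replicate 2, at 25.7 CPM, lay above FNI replicate 2, at 23.9 CPM, so the groups overlapped (exact permutation test, p = 0.2). FNI replicate 3 held 608 CPM, and without this library the log2 fold change of NFASC was -1.69. The other myelination genes of the top 30 had the same high library. PMP2 stood at 1737 CPM in FNI replicate 3 and at 137 and 63.9 CPM in the other FNI libraries. Its log2 fold change was -4.80 (standard error 1.57), or -2.12 without FNI replicate 3. That of DRP2 was -4.20 (standard error 1.61), or -1.92 without this library. That of FA2H was -4.04 (standard error 1.33), or -1.86 without it. CNTN2, the other gene of both lists, had 15.5, 22.0 and 33.2 CPM against 9.22, 14.6 and 7.46 CPM. Its log2 fold change was -1.18 (standard error 0.38), and its groups did not overlap (exact permutation test, p = 0.1).

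**Figure D2:**
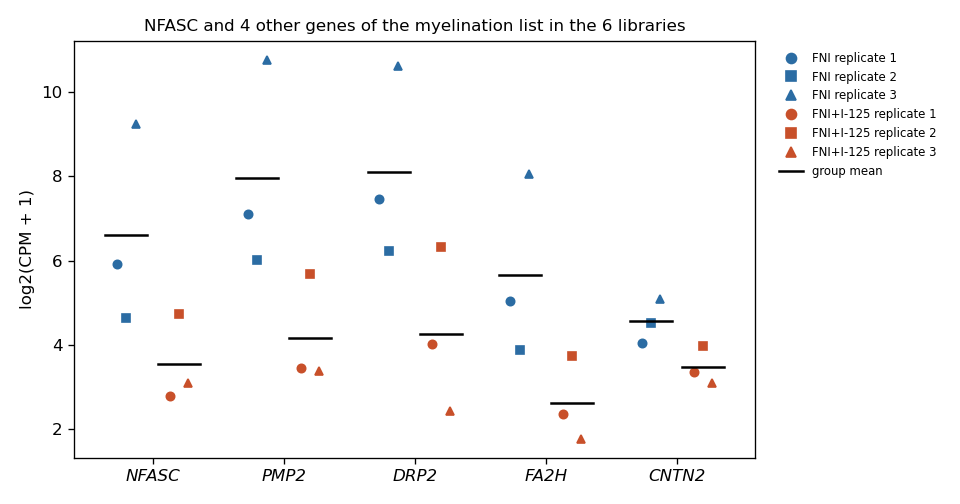
Log2(CPM + 1) of NFASC, PMP2, DRP2, FA2H and CNTN2 in the 6 libraries, with black lines for the group means. FNI replicate 3 was the highest library for each of these genes, at 608 CPM for NFASC, and FNI+I-125 replicate 2 lay above FNI replicate 2 for NFASC and DRP2.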

The intersection of these gene sets yielded NFASC (Fig. 1*G*). Western blotting was performed on rabbit facial nerve tissues, revealing that compared to the sham group, NFASC expression was reduced in the FNI group and further decreased in the I-125 seed implantation group relative to the FNI group (Fig. 1*H*). These findings suggest that the downregulation of NFASC in rabbits with FNI implanted with I-125 seeds is closely related to the progression of FNI.

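With each of the other 5 libraries left out in turn, the log2 fold change of NFASC mRNA in this comparison stayed between -5.13 and -3.79. Its adjusted p lay between 0.315 and 0.505 over all 6 such fits (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 12 alternatives that kept all libraries and used edgeR or limma-voom, the log2 fold change ran from -4.21 to -3.17 and the adjusted p from 0.260 to 0.399. DESeq2 gave -4.15 for NFASC (DESeq2's Wald test with Benjamini-Hochberg adjustment, adjusted p = 0.00655). With DESeq2 and 1 library left out, NFASC passed both criteria in 3 of 6 fits, and its adjusted p ran from 7.5e-04 to 0.218. The protein blots were not analysed here. From NFASC as the intersection of the gene sets and its lower protein level in the Western blots of Fig. 1H, the paper proposes that the downregulation of NFASC is related to the progression of FNI.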

### I-125 regulated SCs mitochondrial dysfunction and expression of myelin genes through NFASC

SCs play a pivotal role in nerve injury repair, as they are involved in the formation of myelin sheaths, maintain the structure and function of nerve fibers, and regulate neural conduction (17). In this study, we exposed human SCs to I-125 seeds radiation and transfected them with pcDNA-NC and pcDNA-NFASC to investigate the effect of NFASC expression on radiation-damaged SCs. Western blotting results found that the expression of NFASC was reduced in SCs treated with I-125 (Fig. 2*A*), while its expression was significantly higher in SCs transfected with pcDNA-NFASC compared to those transfected with pcDNA-NC. Flow cytometry results based on the fluorescent probe DCFH-DA indicated an increase in ROS levels in the I-125-treated SCs (Fig. 2, *B* and *C*), which was inhibited by the overexpression of NFASC. JC-1 staining revealed a decrease in MMP in the I-125 group (Fig. 2, *D* and *F*), which was increased by the overexpression of NFASC. MitoSOX staining and kits detection showed elevated levels of superoxide anion (Fig. 2, *E* and *G*), LDH (Fig. 2*H*), and MDA (Fig. 2*I*) concentrations in the I-125-treated SCs, effects that were mitigated by the overexpression of NFASC. Additionally, CCK-8, Transwell, and western blotting assays demonstrated that I-125 treatment inhibited cell proliferation (Fig. 2*J*), migration ability (Fig. 2, *K* and *L*), and MBP (Fig. 2, *M* and *N*), OCT6 (Fig. 2, *M* and *O*), BDNF (Fig. 2, *M* and *P*), and CNTF (Fig. 2, *M* and *Q*) proteins expression, while the overexpression of NFASC promoted SC proliferation, migration, and MBP, OCT6, BDNF, and CNTF expression. These data indicate that overexpression of NFASC can reduce oxidative stress induced by I-125 stimulation in SCs, promoting cell proliferation, migration, and expression of myelin genes.

**Figure 2:**
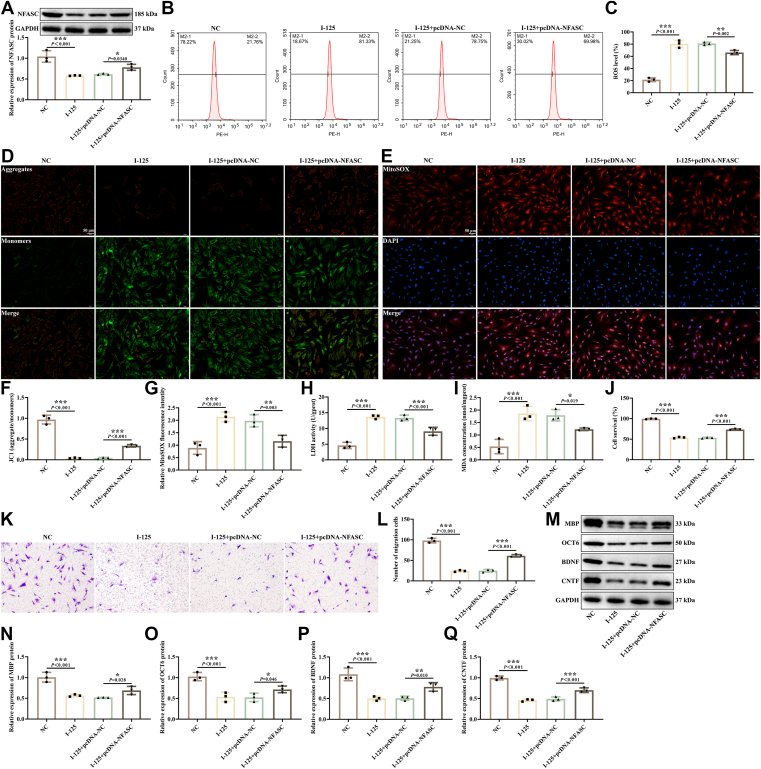
**I-125 regulated SCs mitochondrial dysfunction and expression of myelin genes through NFASC.***A*, detection of NFASC protein expression by Western blotting. *B* and *C*, detection of ROS in cells by flow cytometry. *D* and *F*, measurement of mitochondrial membrane potential in cells through JC-1 staining. *E* and *G*, detection of superoxide anion in cells *via* MitoSOX staining. *H* and *I*, measurement of LDH and MDA levels using kits. *J*, determination of cell proliferation activity using CCK-8. *K* and *L*, assessment of cell migration ability through the Transwell assay. *M–Q*, Western blotting analysis for the detection of MBP, OCT6, BDNF, and CNTF protein expression. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

### Protein–protein interaction (PPI) between NFASC and CNTNAP2

Through predictions from the STRING database, a protein-protein interaction (PPI) between CNTNAP2 and NFASC was identified, with an interaction score of 0.722, indicating high confidence. This interaction is supported by strong evidence from textmining, experimentally determined data, and co-expression analyses (Fig. 3*A*). CNTNAP2 is involved in cell adhesion and recognition and plays an important role in the normal development and function of peripheral nerves (18). However, its role in SCs-mediated FNI has not yet been investigated. Further Co-IP detection indicated significant enrichment of CNTNAP2 with anti-NFASC antibodies (Fig. 3, *B*–*E*). IF staining demonstrated the colocalization of NFASC and CNTNAP2 on the cell membrane (Fig. 3*F*). Western blotting analysis revealed that the expression of CNTNAP2 and NFASC in the I-125 treatment group decreased (Fig. 3, *G*–*I*), overexpression of CNTNAP2 could upregulate the expression of both CNTNAP2 and NFASC. These findings reveal that CNTNAP2 positively regulates NFASC expression. Furthermore, existing studies have confirmed that CNTNAP2 is involved in the regulation of oxidative stress and inflammatory responses (19). Therefore, we propose the following hypothesis: CNTNAP2 may regulate oxidative stress and inflammatory responses in SCs through its PPI with NFASC and mediate the pathophysiological processes of FNI and repair in this context.

**Figure 3:**
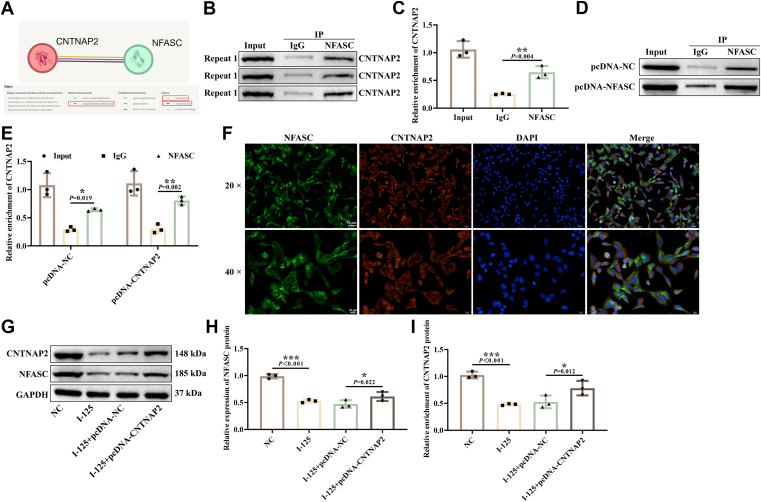
**PPI between NFASC and CNTNAP2.***A*, the STRING database predicted the protein-protein interaction between NFASC and CNTNAP2. *B* and *C*, Co-IP assay validating the binding of NFASC to CNTNAP2. *D* and *E*, Co-IP assay detecting the interaction between NFASC and CNTNAP2. *F*, IF experiment examining the localization of NFASC and CNTNAP2 in SCs. *G-I*, Western blotting analysis assessing the protein expression of NFASC and CNTNAP2. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

### CTCF regulated CNTNAP2 transcription

Next, we predicted by JASPAR database that CTCF may bind to the CNTNAP2 promoter as a transcription factor. The CTCF binding motif is shown in Figure 4*A*, and the CNTNAP2 promoter sequence is displayed in Figure 4*B*. The scores for promoter site 1 and site 2 were 6.855 and 6.743, respectively, with relative scores of 0.802 and 0.8001. CUT&RUN-PCR results indicated a significant enrichment of CTCF with CNTNAP2 promoter 1 (Fig. 4*C*). The dual-luciferase reporter gene assay further confirmed the targeting relationship between CTCF and CNTNAP2. Overexpression of CTCF enhanced the luciferase activity of wild-type CNTNAP2 (Fig. 4*D*), while it had no significant effect on the luciferase activity of mutant CNTNAP2. RT-qPCR (Fig. 4, *E*–*G*) and western blotting (Fig. 4, *H*–*K*) results revealed that CTCF, CNTNAP2, and NFASC levels in I-125-treated SCs were repressed; overexpression of CTCF promoted CTCF, CNTNAP2, and NFASC levels. Overexpression of CNTNAP2 promoted CNTNAP2 and NFASC expression. Meanwhile, the expression levels of CNTNAP2 and NFASC were elevated in the simultaneous overexpression of CTCF and CNTNAP2 group compared to the groups with overexpression of either CTCF or CNTNAP2 alone (Fig. 4, *E*–*K*). These findings suggest that CTCF functions as a transcriptional factor that positively regulates CNTNAP2 transcription. CNTNAP2, in turn, positively modulates NFASC expression *via* PPI.

**Figure 4:**
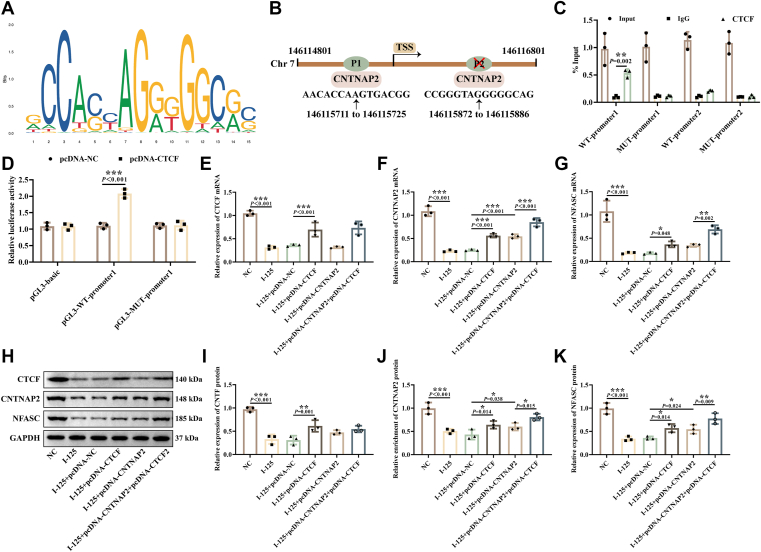
**CTCF regulated CNTNAP2 transcription.***A*, the CTCF motif predicted by the JASPAR database as potentially binding to CNTNAP2. *B*, the CNTNAP2 sequence predicted by the JASPAR database as binding to CTCF. *C*, CUT&RUN-PCR analysis to detect the binding region of CTCF to the CNTNAP2 promoter. *D*, dual-luciferase reporter assay to verify the binding of CTCF to CNTNAP2. *E–G*, mRNA levels of CTCF, CNTNAP2, and NFASC. *H–K*, protein levels of CTCF, CNTNAP2, and NFASC. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

### Overexpression of CTCF regulated I-125-induced SCs function *via* CNTNAP2/NFASC

Subsequently, we investigated the role of CTCF in regulating the biological behavior of I-125-induced SCs through CNTNAP2/NFASC modulation. Compared to the overexpression of the NC group, the overexpression of CTCF or CNTNAP2 reduced ROS levels in I-125-treated SCs (Fig. 5, *A* and *B*), increased MMP (Fig. 5, *C* and *D*), and suppressed superoxide anion (Fig. 5, *E* and *F*), LDH (Fig. 5*G*), and MDA (Fig. 5*H*) levels in the cells. Simultaneous overexpression of CTCF and CNTNAP2 further potentiated the effects of overexpressing either CTCF or CNTNAP2 on SCs, inhibiting oxidative stress and mitochondrial dysfunction in the cells (Fig. 5, *A*–*H*).

**Figure 5:**
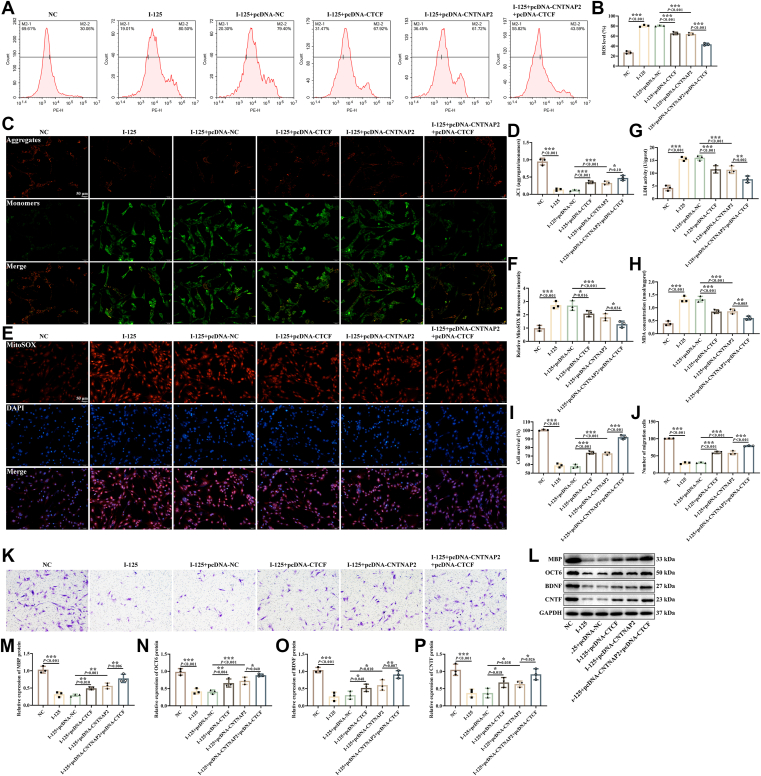
**Overexpression of CTCF regulated I-125-induced SCs function *via* CNTNAP2/NFASC.***A* and *B*, detection of ROS in SCs by flow cytometry. *C* and *D*, detection of mitochondrial membrane potential by JC-1 staining. *E* and *F*, detection of superoxide anion in cells by MitoSOX staining. *G* and *H*, detection of LDH and MDA using kits. *I*, cell proliferation activity. *J* and *K*, detection of cell migration by Transwell. *L–P*, detection of MBP, OCT6, BDNF, and CNTF proteins expression in cells by western blotting. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

The CCK-8 (Fig. 5*I*), Transwell (Fig. 5, *J* and *K*), and Western blotting (Fig. 5, *L*–*P*) experiments demonstrated that overexpression of CTCF or CNTNAP2 promoted proliferation, migration, neurotrophin production, and expression of myelin genes in I-125-treated SCs. Additionally, the co-overexpression of CTCF and CNTNAP2 resulted in higher levels of cell proliferation, migration, neurotrophin production, and expression of proteins related to myelin formation compared to groups that overexpressed only CTCF or CNTNAP2 (Fig. 5, *I*–*P*). These data indicate that overexpression of CTCF enhances the expression of CNTNAP2 and NFASC, thereby suppressing oxidative stress and mitochondrial dysfunction in I-125-treated SCs, ultimately facilitating cell proliferation, migration, and expression of myelin genes.

### The regulatory effect of overexpressed CTCF on FNI *in vivo*

To investigate the role of CTCF in facial nerve transection injury and I-125 implant injury, we constructed an FNI rabbit model by implanting I-125 seeds around the injured nerve in rabbits, and simultaneously injecting adeno-associated virus stably overexpressing CTCF into the rabbits' faces. Observation of the rabbits' faces revealed that compared to the sham group, the rabbits in the FNI group exhibited delayed eye movement and eyelid closure, weakened whisker movement (Fig. 6*A*), and an increase in facial function scores on the affected side (Fig. 6*B*). In the I-125 group, the delay in eye movement and eyelid closure on the affected side of the rabbits was more pronounced than in the FNI group, leading to an increase in facial function scores. In the overexpression of the CTCF group, the delay in the corneal reflex was reduced compared to the overexpression of the NC group, the deviation of the nose tip was decreased, and facial function scores were lowered.

**Figure 6:**
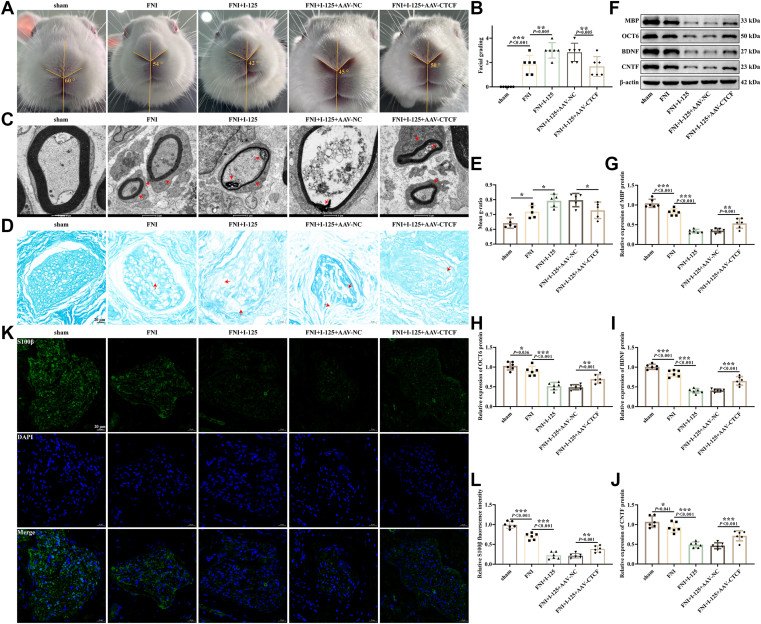
**The regulatory effect of overexpressed CTCF on FNI *in vivo*.***A*, representative images of a rabbit's face. *B*, Facial function score. *C*, representative TEM images of rabbit facial nerve. *Red arrow*: indicates the perimyelin sheath and rupture. *D*, representative LFB staining images of rabbit facial nerve. *Red arrow*: indicates the perimyelin sheath and rupture. *E*: *F–J*, detection of MBP, OCT6, BDNF, and CNTF proteins expression by Western blotting. *K* and *L*, the fluorescence images of S100β detected by IF staining. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

TEM (Fig. 6*C*) and LFB (Fig. 6, *D* and *E*) staining revealed irregularly arranged, shrunken, and partially ruptured myelin sheaths in the FNI group, along with an increased g-ratio. These pathological features—demyelination, disrupted continuity, and more severe myelin malformation—were exacerbated in the I-125 implantation group, which exhibited a further elevation in the g-ratio. By contrast, CTCF overexpression improved the myelin structure, resulting in relatively intact sheaths, reduced demyelination, and a lower g-ratio. Western blotting analysis indicated decreased expression of MBP, OCT6, BDNF, and CNTF proteins in the FNI group (Fig. 6, *F*–*J*), with even lower expression in the I-125 group. Overexpression of CTCF was found to increase the expression of MBP, OCT6, BDNF, and CNTF. IF staining was used to detect the SCs marker S100β. Fluorescence intensity of S100β was lower in the FNI group compared to the sham group. Implantation of I-125 seeds further suppressed S100β fluorescence, while overexpression of CTCF enhanced it (Fig. 6, *K* and *L*).

Additionally, the expression of CTCF, CNTNAP2, and NFASC was reduced in the FNI rabbits (Fig. 7, *A*–*D*), and I-125 implantation further decreased the expression of CTCF, CNTNAP2, and NFASC, overexpression of CTCF upregulated their expression. The results of flow cytometry and kits indicated an increase in ROS (Fig. 7, *E* and *F*), LDH (Fig. 7*G*), and MDA (Fig. 7*H*) in the FNI group. I-125 seed implantation promoted the levels of ROS, LDH, and MDA. However, overexpression of CTCF suppressed their levels (Fig. 7, *E*–*H*). Through IF staining of Ki67 and neuronal markers NeuN, it was found that NeuN and Ki67 were reduced in the FNI group (Fig. 7, *I*–*K*), further decreased in the I-125 group, and overexpression of CTCF could promote the expression of NeuN and Ki67. These data suggest that overexpression of CTCF exerts a protective effect on rabbit facial nerves damaged by transection and I-125 implantation through regulating CNTNAP2/NFASC.

**Figure 7:**
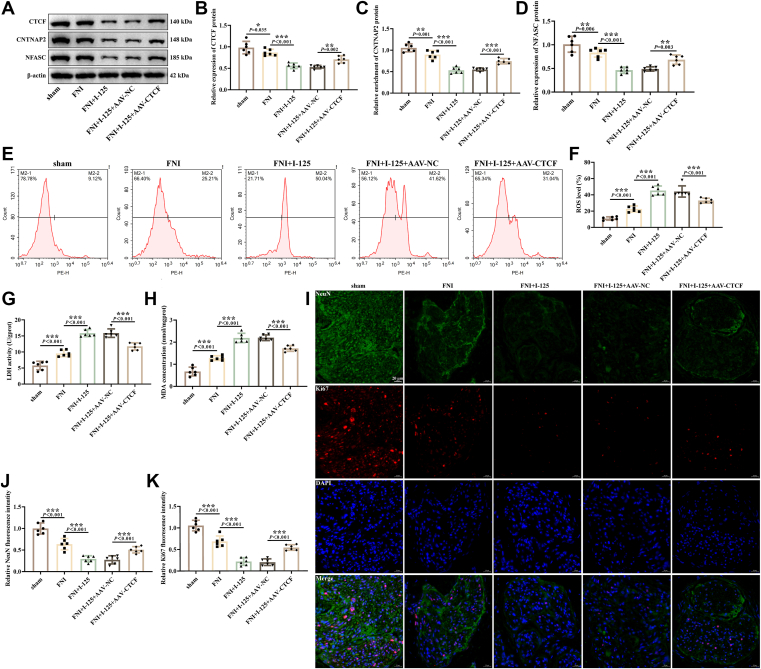
**Regulatory Effect of CTCF overexpression on oxidative stress and neurons in rabbits with FNI.***A–D*, detection of CTCF, CNTNAP2, and NFASC proteins expression by western blotting. *E* and *F*, detection of ROS in facial nerve tissue by flow cytometry. *G* and *H*, detection of LDH and MDA in the tissue using kits. *I–K*, IF staining was conducted to identify NeuN and Ki67 fluorescence intensity in the tissue. ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001.

## Discussion

FNI is a common occurrence in oral and maxillofacial trauma, often resulting from the growth and treatment of oral and maxillofacial tumors (20, 21). The therapeutic approaches for oral and maxillofacial tumors encompass surgical intervention, radiotherapy, chemotherapy, targeted and immunotherapy, as well as combined modalities. The central strategy of combined therapy, which involves the integration of surgery and radiotherapy, elevates both local tumor control rates and patient survival rates. Conventional radiotherapy can harm healthy tissues, leading to side effects such as oral mucositis, radiation dermatitis, and osteonecrosis. Brachytherapy can reduce the occurrence of postoperative adverse reactions in patients (22). Radioactive I-125 seed implantation locally controls tumor growth by inducing DNA strand breaks in cancer cells. However, the implantation of I-125 seeds can also damage surrounding normal nerve tissues. If the radiation released by the seeds reaches peripheral nerves, it may trigger radioactive inflammatory responses and fibrosis. Additionally, long-term radiation exposure can exacerbate nerve damage. In this study, we performed transcriptome sequencing on facial nerve tissue, combined with bioinformatics analysis and experimental validation, to investigate the molecular mechanisms by which I-125 seeds exacerbate FNI through their effects on SCs oxidative stress and mitochondrial dysfunction.

After FNI, Wallerian degeneration occurs, and the injury signal induces SCs to transform into repair SCs. The functions of these repair cells include recruiting macrophages, clearing cell debris, forming Büngners bands, and guiding axon regeneration and extension (23). Following axon regeneration, the repair SCs revert to mature SCs, enabling the regeneration of axonal myelin sheaths and restoring effective nerve conduction necessary for sensory and motor functions (24). Therefore, promoting the proliferation and migration of SCs is significant for nerve injury repair. In this study, through transcriptome sequencing and bioinformatics analysis, we discovered that NFASC was associated with myelin formation and axon guidance. NFASC expression was inhibited in the facial nerve of rabbits with FNI and even lower in rabbits with transverse nerve injury implanted with I-125 seed. Overexpression of NFASC could alleviate oxidative stress and mitochondrial dysfunction in SCs treated with I-125, promoting cell proliferation, migration, neurotrophin production, and expression of myelin genes.

NFASC is a member of the immunoglobulin superfamily and regulates cell adhesion, migration, axonal growth, and myelin formation, which are closely related to the development and function of the nervous system. Ablation of NFASC leads to the loss of axon-glia connections, resulting in the failure to separate axonal domains, a decrease in nerve conduction velocity, demyelination of axons, and ultimately axonal degeneration (25). A recent study has demonstrated that NFASC exhibits high mobility after being recruited to the axonal membrane, diffusing bidirectionally until it becomes anchored at the axon initial segment through interaction with AnkG (26). The absence of NFASC can lead to the dissociation of the axon initial segment in mice (27). In this study, we observed a decrease in NFASC expression in both SCs treated with I-125 seeds and in the facial nerve implanted with I-125 seeds. Overexpression of NFASC was found to promote the proliferation and migration of SCs. Additionally, there was a PPI between NFASC and CNTNAP2, and the overexpression of CNTNAP2 enhanced the expression of NFASC.

CNTNAP2 is a single-pass transmembrane protein that forms a protein network at synapses and axo-glial contacts by binding to protein partners. The ability of CNTNAP2 to recruit partners is related to its spatial position within cells. In myelinated axons, the extracellular domain of CNTNAP2 binds to the adhesion molecule Contactin 2 (CNTN2), forming a molecular bridge that spans the extracellular space, while the cytoplasmic tail of CNTNAP2 recruits K^+^ channels, mediating neurotransmission (28, 29). At synapses, CNTNAP2 on the presynaptic membrane binds to CNTN2 on the postsynaptic membrane, forming a trans-synaptic bridge that spans the synaptic cleft (30). CNTNAP2 is crucial for maintaining normal network activity and synaptic transmission. Its absence leads to a reduction in dendritic branching, as well as a decrease in the number of inhibitory interneurons, excitatory synapses, and inhibitory synapses (31). Myelinating SCs and oligodendrocytes segment axons into sections separated by Ranvier nodes, and the absence of CNTNAP2 results in widened nodes of Ranvier (32), leading to delayed or blocked neural conduction. In this study, we discovered that CNTNAP2 expression was reduced in I-125-treated SCs and in injured facial nerves, positively regulating the expression of NFASC. Overexpression of CNTNAP2 repressed I-125-induced oxidative stress and mitochondrial dysfunction in SCs, promoted SCs proliferation, migration, and expression of myelin genes. Furthermore, through database analysis and experimental confirmation, we found that CNTNAP2 was transcriptionally regulated by CTCF, and overexpression of CTCF enhanced CNTNAP2 expression.

CTCF is a highly conserved zinc finger protein that plays a crucial role in chromatin structure and transcriptional regulation. It is essential for neuronal development, and its absence leads to defects in dendritic branching and dendritic spine density in mice (33). Wang *et al.* (34) discovered that CTCF was upregulated during the differentiation of SCs, restricting chromatin accessibility at gene loci associated with the immature SCs program. Simultaneously, by recruiting the PRC2/SUZ12 inhibitory complex, CTCF silences differentiation inhibitory signals, thereby promoting the expression of myelination genes. The absence of CTCF leads to increased chromatin accessibility and disrupts SCs differentiation and myelin formation. The deletion of CTCF in sciatic nerve or dorsal root ganglion neurons impairs neuronal regeneration (35), while CTCF and YY1 synergistically promote axon regeneration in damaged neurons (36). The results of this study indicate that CTCF expression is downregulated both in facial nerve tissues injured by I-125 seed implantation and in I-125-treated SCs. In the cellular model, overexpression of CTCF effectively suppressed I-125-induced oxidative stress and mitochondrial dysfunction. *In vivo*, CTCF overexpression also alleviated FNI caused by I-125 implantation and transection. Histological analysis revealed a reduction in the number of S100β-positive SCs and NeuN-labeled neurons following FNI, whereas CTCF overexpression significantly increased the fluorescence intensity of both markers. Combined with cellular experimental data, it is suggested that CTCF overexpression may improve the functional state of SCs, thereby providing a favorable microenvironment for neuronal survival and regeneration.

There exists a well-established bidirectional and direct association between oxidative stress and inflammatory responses, which can form a mutually reinforcing positive feedback loop (37). On one hand, oxidative stress can directly activate key pro-inflammatory signaling pathways such as NF-κB, thereby initiating and amplifying inflammatory responses. On the other hand, activated inflammatory cells also produce large amounts of reactive oxygen species, further exacerbating the level of oxidative stress. Previous studies have indicated that CTCF is involved in the regulation of inflammatory responses in systems such as the liver and neurons (38, 39). This study demonstrates that CTCF overexpression significantly alleviates oxidative stress in FNI induced by I-125 particles. Based on the aforementioned mechanistic relationship, it is reasonably hypothesized that CTCF may also indirectly regulate the inflammatory microenvironment following FNI by suppressing oxidative stress. Further investigations will be conducted to thoroughly validate this hypothesis.

In summary, our study indicates that I-125 seed implantation may inhibit the proliferation, migration, and myelin formation of SCs by inducing oxidative stress. This process likely occurs through the modulation of CTCF/CNTNAP2/NFASC. The overexpression of CTCF promotes CNTNAP2 transcription and NFASC expression, thereby exerting a protective effect on damaged facial nerves.

## Limitations

Despite its strengths, our research is not without limitations. In the experimental design of this study, due to the lack of established research foundations for constructing cellular models of FNI at the time, the cellular experiments focused solely on the radiation injury process of SCs induced by I-125, without establishing a cellular model simulating FNI. Subsequent studies will draw upon recent literature reports (*e.g.*, the LPS-induced method) to further explore and optimize the construction strategy of such models, aiming to provide a more robust experimental basis for related research.

During the establishment of the FNI cell model using I-125 particle irradiation, four I-125 seeds were placed in each well of a 6-well plate. Although the plate was regularly rotated to promote uniform radiation distribution, it remained difficult to ensure homogeneity of the radiation exposure dose across all wells. In subsequent studies, we will further optimize the irradiation conditions to improve the consistency of the radiation dose and enhance the reliability of the experimental results.

Although the present study has preliminarily validated the relevant conclusions using the available data, it must be acknowledged that the sample size per group in the current cellular and animal experiments remains relatively limited. Increasing the sample size would help enhance the statistical power, thereby allowing for a more reliable confirmation of the magnitude of the observed effects and further improving the robustness of the research findings. In subsequent work, we will expand the sample size to conduct more in-depth validation.

Moreover, this study only preliminarily investigated the effects of the CTCF/CNTNAP2/NFASC axis on SCs function through overexpression methods, and has not yet utilized knock-out experiments to verify the functional necessity of this pathway. Its specific mechanism of action still requires further elucidation. Meanwhile, whether NFASC acts as a necessary or sufficient condition in the CTCF-mediated response, and whether its mode of action is direct or indirect, also requires further clarification. It is worth noting that, given CTCF’s broad roles in chromatin structure and gene expression regulation, its overexpression may lead to pleiotropic and off-target effects. Therefore, systematic and rigorous evaluation of its safety and specificity will be essential in future clinical translation studies.

## Experimental procedures

### Experimental animals

Thirty-nine male Japanese white rabbits (2–2.5 kg, 3–4 months) were provided by the Experimental Animal Department of Kunming Medical University (SCXK (Dian) 2020–0004). All animal experiments complied with ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines and were approved by the Experimental Animal Ethics Committee of Kunming Medical University (kmmu20230921). The rabbits were housed in an environment maintained at 18 to 22 °C with 50%-70% humidity, where they had free access to food and water. The animals were acclimated for 1 week before the commencement of the experiments.

### Construction of the FNI model and I-125 seed implantation

The animal experiment was divided into two parts: Part 1: sham, FNI, and FNI+I-125 group, n = 3; the sample was used for transcriptome sequencing. Part 2: sham group, FNI group, FNI+I-125 group, FNI+I-125+adeno-associated virus (AAV)-NC (Shanghai Genomeditech) group, and FNI+I-125+AAV-CCCTC-binding factor (CTCF, Shanghai Genomeditech, GPAAV-CMV-Rabbit_CTCF-T2A-eGFP-WPRE, 1.07 × 10^12^ VG/ml) group, with n = 6 for each group.

Rabbits were anesthetized with 3% pentobarbital sodium (1 ml/kg) injected through the marginal ear vein. With the left side of the rabbit's face facing up and fixed to the operating table, the surgical area was shaved using a depilator and sterilized with iodophor. An arcuate incision was made behind the ear, subcutaneous tissue and muscle were separated, and the main trunk of the facial nerve behind the stylomastoid foramen was exposed. The facial nerve was cut with scissors, and the subcutaneous tissue and skin were sutured and routinely disinfected. In the FNI+I-125 group, an I-125 seed (Shanghai Xinke, 0.8 mCi, half-life of approximately 60.1 days) was implanted 0.3 to 0.5 cm away from the facial nerve during skin suturing. In the sham group, the skin was sutured after exposing the main trunk of the facial nerve. For the FNI+I-125+AAV-NC and FNI+I-125+AAV-CTCF groups, AAV vectors and overexpressed CTCF AAV were injected subcutaneously around the rabbit's facial nerve 14 days before FNI modeling, with each rabbit receiving 1.07 × 10^12^ vg/ml of 50 μl. Animals were routinely fed after surgery, and facial function scores were assessed 14 days later. Rabbits were euthanized with an overdose of anesthetic, and their facial nerves were harvested for experimentation.

### Library construction and RNA sequencing

Total RNA was extracted from the facial nerve using TRIzol reagent (Thermo Fisher Scientific, 15596018CN), followed by digestion of DNA with deoxyribonuclease. Eukaryotic mRNA was enriched using magnetic beads coated with Oligo dT, and fragmented into short segments by adding lysis buffer. cDNA was synthesized using these mRNA fragments as templates and purified with a kit. These purified double-stranded cDNAs underwent end repair, addition of an A-tail, ligation of sequencing adapters, and PCR amplification using primers on the adapters. The constructed library was tested using an Agilent 2100 Bioanalyzer and sequenced using an Illumina HiSeq X 10 sequencer.

In this study, reference-based transcriptome sequencing was performed on six samples, generating a total of 40.87 Gb of high-quality clean data. The amount of valid data per sample ranged from 6.54 Gb to 6.96 Gb. The percentage of bases with a quality score of Q30 or higher exceeded 93.73% in all samples, reaching a maximum of 93.92%, and the average GC content was 56.67%. By aligning the sequencing reads to the reference genome, genome mapping rates between 85.99% and 87.42% were obtained across the samples. Analysis of gene body coverage evenness indicated that the reads were distributed relatively uniformly along the full length of the gene transcripts, with no significant 5′ or 3′ bias observed.

### Analysis of sequencing data

The original image data files obtained from sequencing were converted into the original sequencing sequences' raw data by base recognition analysis, and stored in FASTQ file format. Sequencing data was obtained through sequence structure analysis, library quality assessment, and comparison with the reference genome. The number of mapped reads and transcriptome length in the samples were normalized. Fragments per kilobase of transcript per million mapped reads (FPKM) was used as an indicator to measure gene expression levels. Statistical significance was determined by a |log FC (fold change) | > 1.5 and a q-value < 0.05.

### GO and KEGG enrichment analysis

DEGs were analyzed using Gene Ontology (GO) and the Kyoto Encyclopedia of Genes and Genomes (KEGG) databases. The significance of DEGs enrichment in each GO and KEGG term was calculated using the hypergeometric algorithm. DEGs were identified based on a threshold of |log FC| > 1.5 and *p* < 0.05.

### Total protein extraction and western blotting experiments

Tissues and cells were lysed using RIPA buffer (Shanghai Beyotime, P0013 B) containing phosphatase inhibitors and protease inhibitors. The protein sample concentrations were measured using an ultra-micro spectrophotometer. The 10% Sodium dodecyl sulfate (VETEC, V900859) - polyacrylamide gel electrophoresis was performed to separate the proteins (80 μg), which were then transferred to PVDF membranes (Sigma-Aldrich, IPVH00010, MO, USA). After blocking with 5% skim milk for 2 h, the PVDF membranes were incubated with primary antibodies: mouse anti-NFASC (NeuroMab, 75–027, CA, USA), rabbit anti-MBP (Beijing Bioss, bs-24827R), rabbit anti-BDNF (Beijing Bioss, bs-4989R), rabbit anti-OCT6 (Wuhan Proteintech, 18997-1-AP), rabbit anti-CNTF (Shanghai Abcam, ab190985), mouse anti-β-actin (Beijing ZHGB-Bio, TA-09), mouse anti-GAPDH (Beijing ZHGB-Bio, TA-08), rabbit anti-CTCF (Shanghai Abcam, ab128873), rabbit anti-contactin-associated protein-like 2 (CNTNAP2, Shanghai Abcam, ab153856). The rinsed PVDF membranes was incubated with second antibodies (HRP-conjugated goat anti-rabbit IgG (H&L) Wuhan Servicebio, GB23303; Goat Anti-Mouse IgG HRP, Shanghai Abmart, M21001S) at 25 °C for 2 h. The PVDF membranes were developed with enhanced chemiluminescent reagents (Beijing Applygen, P1050), and images were captured using a gel imager (Shanghai Tanon, 5200 Multi). β-Actin was used as an internal reference, and Image J software was utilized to analyze the relative protein expression levels. All uncropped images from western blots are shown in the Figs. S1–S3.

### Cell culture

Human SCs sNF96.2 (Wuhan Pricella, CL-0864) were seeded in a specialized medium for sNF96.2 (Wuhan Pricella, CM-0864) and incubated in a 37 °C cell incubator with an atmosphere of 95% O_2_ and 5% CO_2_. Cell identity was confirmed by S-100 immunofluorescence (IF) staining, and the absence of *mycoplasma* contamination was verified both by the manufacturer's certification and through monthly in-house testing during the study. SCs were passaged at a ratio of 1: 2, and those within 10 passages were selected for experiments.

### I-125 treatment and cell transfection

SCs were digested with 0.25% trypsin and seeded into a 12-well plate (3 × 10^4^ cells/well). Four I-125 seeds were placed in the four corners of a 6-well plate, and the 12-well plate was positioned directly above the 6-well plate containing the I-125 seeds. The plates were regularly rotated to ensure uniform radiation exposure to the cells. The cells were incubated for 44 h to receive a radiation dose of 2 Gy. 20 h after cellular exposure to I-125 radiation, 2 μg each of the pcDNA-NC, pcDNA-NFASC, pcDNA-CNTNAP2, and pcDNA-CTCF plasmids (Shanghai Genomeditech), along with Lipofectamine 3000 (Thermo Fisher Scientific, L3000015), were diluted separately with an equal volume of Opti-MEM. The DNA and 3 μl of Lipofectamine mixtures were combined, gently mixed, and incubated at room temperature for 15 min. The resulting mixture was then added dropwise to the cells under radiation conditions and co-incubated for 24 h. Cells were subsequently harvested to assess transfection efficiency.

### Measurement of lactate dehydrogenase (LDH) and malondialdehyde (MDA) levels

The levels of LDH and MDA in cells and facial nerve tissue were measured using LDH and MDA assay kits (Nanjing Jiancheng, A020-2-2, A003-1-2). Rabbit facial nerve tissue and SCs samples were collected separately. Following the manufacturer's instructions of the kits, LDH and MDA levels were determined in both the facial nerve tissue and cells.

### Detection of reactive oxygen species (ROS)

The 2′,7′-Dichlorodihydrofluorescein diacetate (DCFH-DA) fluorescent probe (Beijing Solarbio, 4091–99–0) was utilized to detect ROS in SCs and tissues. Facial nerve tissues were prepared into a single-cell suspension, suspended in serum-free medium, and adjusted to a cell count of 2 million cells per milliliter. The DCFH-DA fluorescent probe was added to achieve a final concentration of 5 μmol/L, followed by incubation at 37 °C for 30 min. The mixture was homogenized every 5 min to ensure adequate contact between the probe and the cells. Cells were rinsed to remove any DCFH-DA that had not entered the cells. Finally, the fluorescence intensity of ROS was determined using flow cytometry.

### Detection of mitochondrial membrane potential (MMP)

The MMP was determined using the JC-1 (Beijing Solarbio, M8650) staining method. SCs were suspended in fresh culture medium and seeded into a 6-well plate (1 × 10^5^ cells per well). After treatment with I-125 and transfection, 1 ml of JC-1 staining solution was added to each well and mixed evenly. The cells were incubated in a cell incubator for 20 min. Following incubation, the cells were washed with JC-1 staining buffer and observed under a fluorescence microscope (OLYMPUS).

### MitoSOX staining

The level of superoxide anion in cells was detected through the MitoSOX staining. The density of SCs was adjusted to 1 × 10^5^ cells/ml. MitoSOX Red working solution (MedChem Express, HY-D1055) was added to the cells, followed by incubation at room temperature in the dark for 30 min, with mixing every 5 min to ensure sufficient contact between the cells and the probe. The cells were washed with culture medium to remove any residual MitoSOX dyestuff outside the cells. After staining the cell nuclei with DAPI for 5 min, the cells were observed under a fluorescence microscope.

### Assessment of cell proliferation using cell counting kit-8 (CCK-8)

SCs were seeded into a 96-well plate at a density of 5 × 10^3^ cells per well. After treatment with I-125 seeds and transfection, 10 μl of CCK-8 reagent (TargetMol, C0005) was added to each well. The cells were incubated in the dark for 2 h. The optical density at 450 nm was measured using a microplate reader.

### Transwell assay

SCs cells were digested with 0.25% trypsin (Gibco, 25200072), resuspended in serum-free media, and adjusted to a cell density of 1 × 10^5^ cells/ml. The 100 μl of cell suspension was added to each well of the Transwell chamber, while the lower chamber was filled with media containing 20% fetal bovine serum (ExCell, FSP500). The Transwell chambers were incubated in a cell culture incubator for 48 h. Cells in the lower chamber were fixed with 4% paraformaldehyde for 30 min, stained with crystal violet for 15 min, washed with phosphate buffer saline (PBS, Beijing ZHGB-Bio, ZLI-9062), and finally observed and photographed under a microscope. For each replicate, three fields of view were randomly selected, numbered, and then shuffled randomly. A staff member not involved in the experiment performed the cell counting, counting only those cells whose nuclei were entirely located in the lower chamber.

### Co-Immunoprecipitation (Co-IP) assay

SCs were washed with PBS, and lysed using IP lysis buffer containing protease inhibitors and phosphatase inhibitors. The supernatant was collected after centrifugation. Input, IgG, and NFASC groups were set up. A small amount of cell lysate was taken as the Input group. For the IgG and NFASC groups, 1 μg of IgG and NFASC (Biomatik, CAU21375) antibodies were added to the respective cell lysates, and the mixtures were incubated overnight at 4 °C. Then, 25 μl of Protein A/G magnetic beads (Thermo Fisher Scientific, 88,804, Waltham, MA, USA) were washed with washing buffer, blocked with 5% skim milk for 30 min, washed again, and resuspended in binding buffer. The beads were then incubated overnight with the cell lysates from the Input, IgG, and NFASC groups, respectively. The next day, the lysis products were magnetically separated from the beads, and the beads were rinsed. Loading buffer was added to the beads, followed by a 10-min boiling water bath. After magnetic separation, the supernatant was collected as the protein sample. Western blotting was performed to detect CNTNAP2 bound to NFASC.

### IF staining of SCs

After trypsin digestion and PBS washing, SCs were seeded into 6-well plates. Coverslips were placed into the cell culture wells and incubated for 24 h. The cells on the coverslips were fixed with 4% paraformaldehyde for 20 min, followed by permeabilization with 0.5% Triton-X100 for 10 min. The cells were blocked with 3% bovine serum albumin for 1 h before incubation with primary (Rabbit anti-CNTNAP2 Shanghai Abcam, ab153856; mouse anti-NFASC NeuroMab, ABI-75–027) and secondary antibodies. After washing, the coverslips were mounted with a fluorescent mounting medium containing DAPI. Images were captured and recorded under a fluorescence microscope.

### Dual-luciferase reporter assay

SCs were seeded in a 24-well plate at a density of 2 × 10^4^ cells per well and transfected with pcDNA-NC and pcDNA-CTCF for 24 h. Cells were collected, and the activities of Renilla luciferase and firefly luciferase were measured using a dual-luciferase reporter assay kit (Shanghai Beyotime, RG027) according to the manufacturer's instructions. The activity of Renilla luciferase served as an internal control.

### CUT&RUN for PCR

SCs were digested, centrifuged, washed with washing buffer, and resuspended. The cells were incubated with 10 μl of ConA beads (Nanjing Vazyme, HD102–01) for 10 min, followed by centrifugation and discarding of the supernatant. The cell-bead complexes were incubated with primary antibodies (abcam, ab128873) overnight at 4 °C. A 1 μl aliquot of pG-MNase enzyme (Nanjing Vazyme, HD102–01) was diluted in 100 μl of MNase Dilution Buffer, and 1 μl of the resulting mixture was added to 100 μl of Dig-washing buffer and mixed thoroughly for subsequent use. Following incubation with the primary antibodies, the reaction mixture was centrifuged and the supernatant was discarded. The pellet was washed multiple times with Dig-washing buffer. Subsequently, 100 μl of the pG-MNase premix was added to the reaction mixture, mixed well, and incubated for 1 h. After rinsing the mixture with Dig-washing buffer, a CaCl_2_ premix was added for incubation, and the supernatant was discarded. The stop buffer was used to terminate fragmentation, and the supernatant obtained after centrifugation represented the chromatin, which was purified using a purification column. The binding of CTCF to the CNTNAP2 promoter was detected by real-time reverse transcriptase-polymerase chain reaction (RT-qPCR).

### RT-qPCR

SCs were lysed using TRIzol to extract total RNA from the cells, and the RNA concentration was determined using an ultra-micro spectrophotometer. The first strand of cDNA was synthesized using a FastKing RT Kit FastKing cDNA First-Strand Synthesis Kit (Beijing Tiangen, KR116–02). RT-qPCR reactions were performed using the Taq Pro Universal SYBR qPCR Master Mix (Nanjing Vazyme, Q712–02). The amplification reaction was performed in a 10 μl system containing 5 μl of Taq Pro Universal SYBR qPCR Master Mix, 0.25 μl of forward primer, 0.25 μl of reverse primer, and 1 μl of cDNA template, with the final volume adjusted to 10 μl using RNase-free ddH_2_O. The PCR cycling conditions were set as follows: initial denaturation at 95 °C for 10 min, denaturation at 95 °C for 10 s, annealing and extension at 60 °C for 30 s, for a total of 40 cycles. Data were compiled, and the relative expression levels of the target genes were analyzed using the 2^-ΔΔCt^ method. The primer sequences were listed in Table 1.

**Table 1:** Primer sequences

Gene	Primer sequences (F: forward primer, R: Reversed primer)
β-actin	F:GCAGGAGTACGATGAGTCCG
	R:ACGCAGCTCAGTAACAGTCC
CTCF	F:CAGCATTCCTATATTGAG
	R:GTCTACAAGCGTAATCAC
CNTNAP2	F:AATTTGGGCAATGTGGAG
	R:CTCATCTTGGTCTGTGTG
NFASC	F:CATCCTGATTGAATGTGAAG
	R:TTGAAGAACCTGCTGTTG

### Transmission electron microscope (TEM)

The rabbit facial nerve was fixed in 2.5% glutaraldehyde fixative solution (Wuhan Servicebio, G1102–100 Ml), followed by fixation with 1% osmium tetroxide at room temperature for 2 h and subsequent washing with PBS. The tissue was dehydrated with ethanol and embedded in a mixture of acetone and embedding medium overnight. On the following day, the tissue was transferred to a dry centrifuge tube, embedded in epoxy resin, and polymerized at 70 °C overnight. After slicing with a microtome, the sections were stained with 3% uranyl acetate and lead citrate for 8 min, and the excess stain was washed off. The water was absorbed with filter paper, and the staining results were observed under a TEM.

### Tissue embedding, sectioning, and Luxol fast blue (LFB) staining

The rabbit facial nerve was fixed with 4% paraformaldehyde, dehydrated, paraffin-embedded, and sectioned. The sections were dewaxed and hydrated with ethanol, followed by washing with distilled water. They were stained with fast blue staining solution (Beijing Solarbio, G3245) at room temperature overnight. Excess staining solution was washed off with 95% ethanol, and the sections were rinsed with distilled water. The sections were differentiated with lithium carbonate for 3 to 5 s, rinsed with distilled water again, rapidly dehydrated with ethanol, cleared with xylene, and mounted with neutral balsam. Finally, the sections were observed and photographed under a microscope.

### IF staining of the facial nerve

The IF experiment was conducted to detect the fluorescence intensity of S100β, NeuN, and Ki67 in the facial nerve. Paraffin sections were dewaxed with xylene and ethanol, rinsed with PBS solution, and treated with citrate buffer (Beijing ZHGB-Bio, ZLI-9064) for antigen retrieval. The sections were incubated with 5% goat serum at 37 °C for 1 h, followed by incubation with primary antibodies (S100β 1: 100, Beijing Bioss bs-1248R; Neun 1: 100, Shanghai Abcam ab177487; Ki67 1: 100, Beijing Bioss, bsm-10837M) diluted in 2% goat serum at 4 °C overnight in the dark, and secondary antibodies (488 R/CY3M 1: 800) at 37 °C for 60 min in the dark. After rinsing, the sections were mounted with a fluorescent mounting medium containing DAPI and observed under a fluorescent microscope.

### Statistical analysis

Each group in the aforementioned experiments was repeated at least three times. The data are expressed as "mean ± standard deviation." Data analysis, statistical processing, and graph were performed using GraphPad Prism software. Normality of the data was assessed using the Shapiro-Wilk test. For comparisons among multiple groups, one-way ANOVA was performed, and the least significant difference test was used for *post hoc* pairwise comparisons. A q-value < 0.05 was considered statistically significant.

## Ethics

The animal experiment in this study was approved by the Experimental Animal Ethics Committee of Kunming Medical University (kmmu20230921).

## Data availability

The RNA-seq data generated in this study is available at the NCBI GEO depository under the accession number GSE312643 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE312643).

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Neurofascin stabilization by contactin-associated protein-like 2 and CTCF alleviates mitochondrial dysfunction in Schwann cells during facial nerve injury
**Source:** J Biol Chem. 2025 Dec 22;302(2):111090. doi: 10.1016/j.jbc.2025.111090
**Supplement:** Supporting information

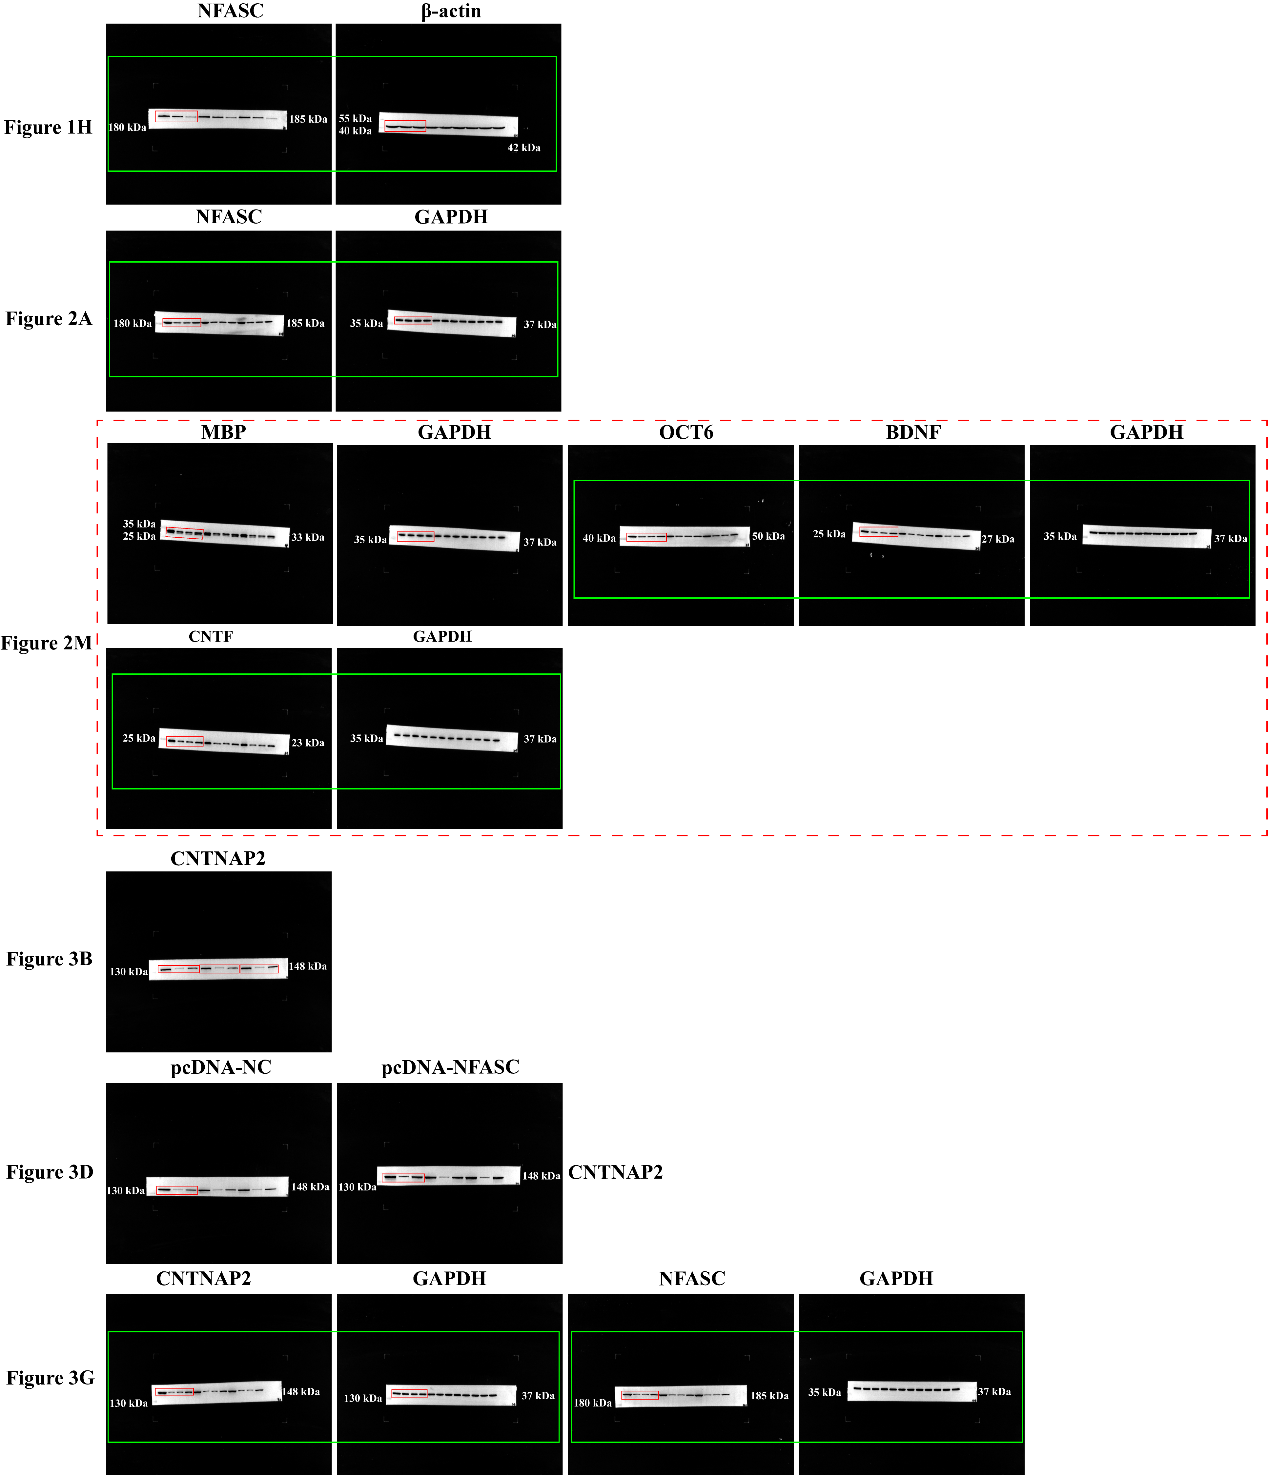

Supplementary figure 1 Full and uncropped western blots for Figure 1- Figure 3

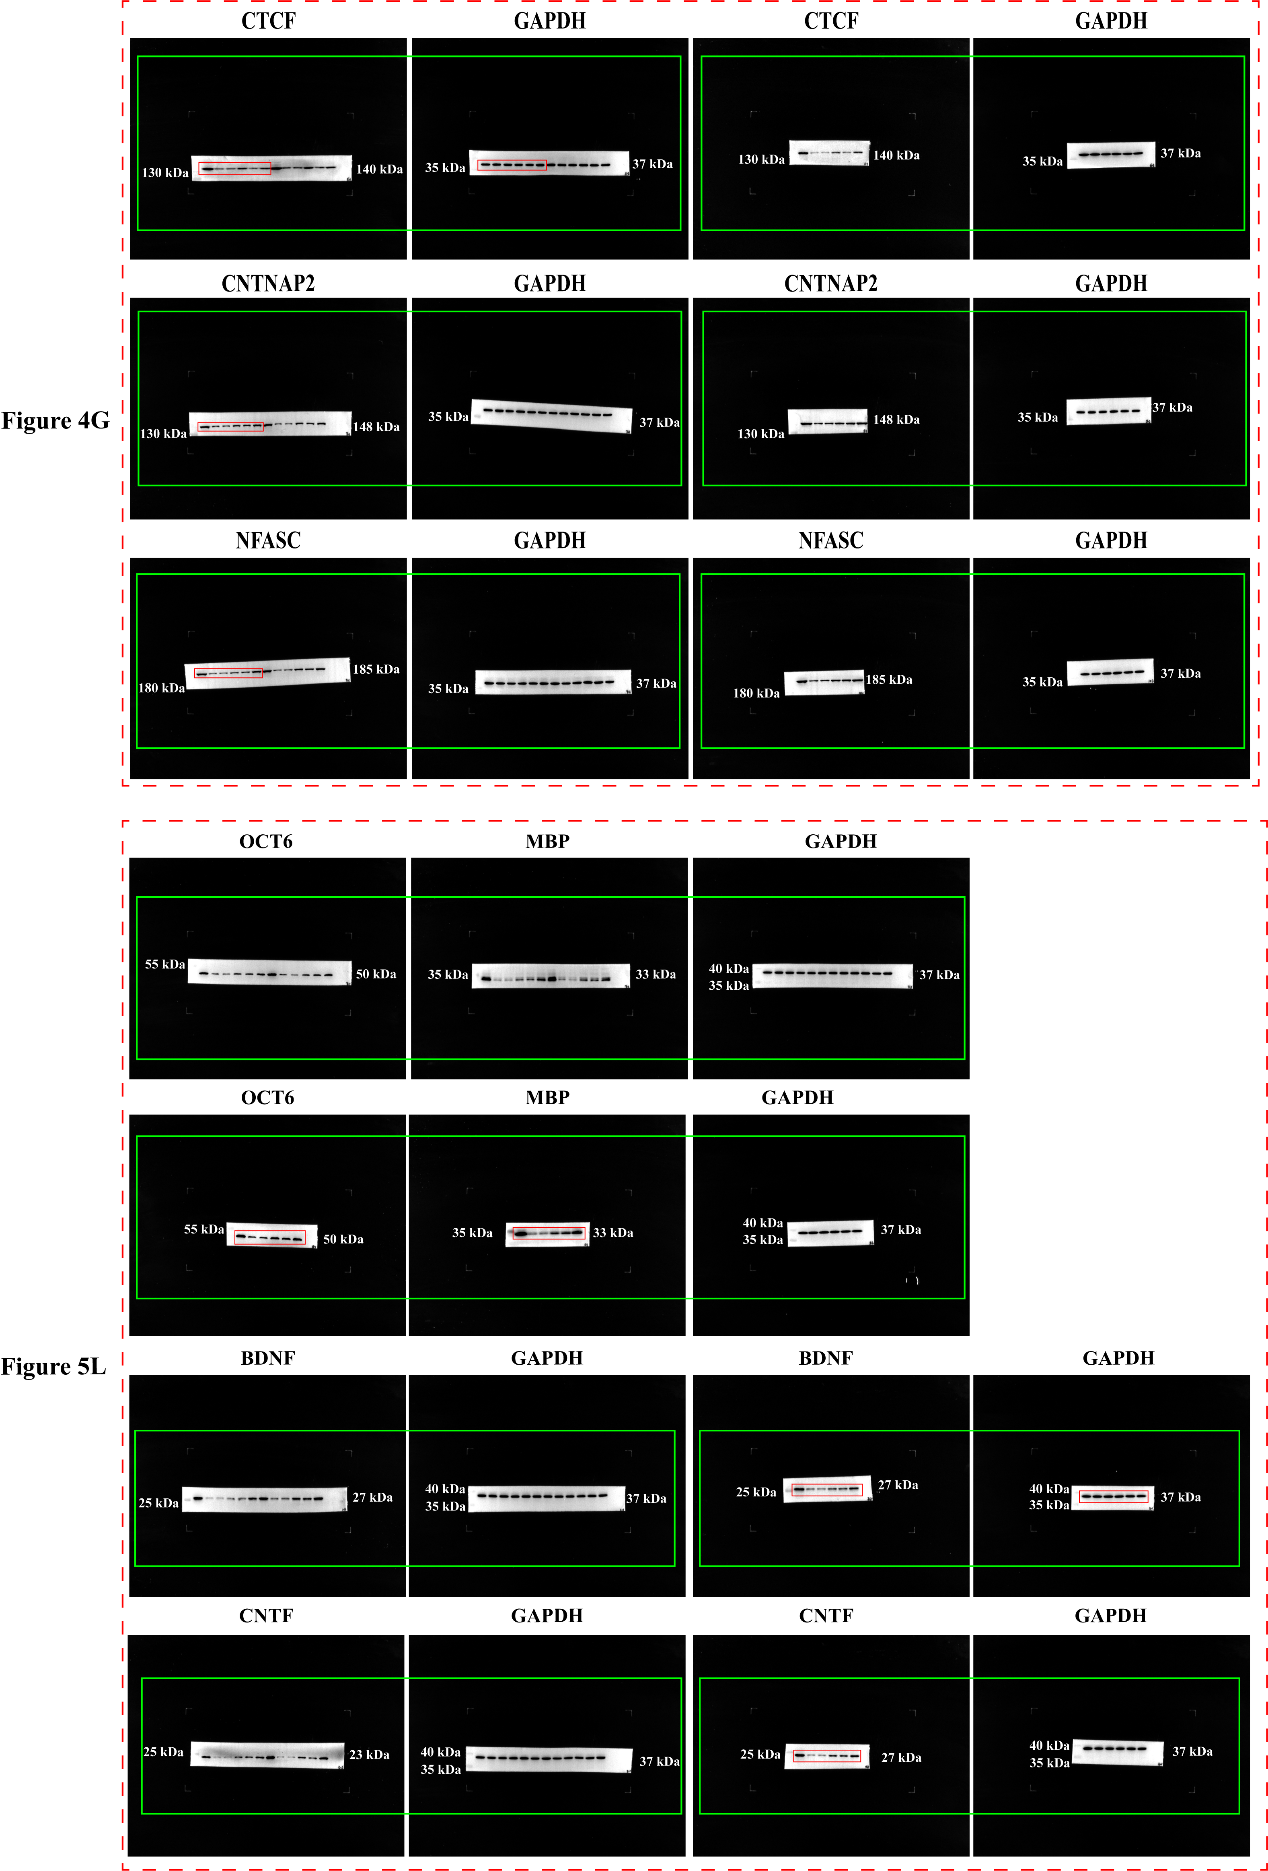

Supplementary figure 2 Full and uncropped western blots for Figure 4- Figure 5

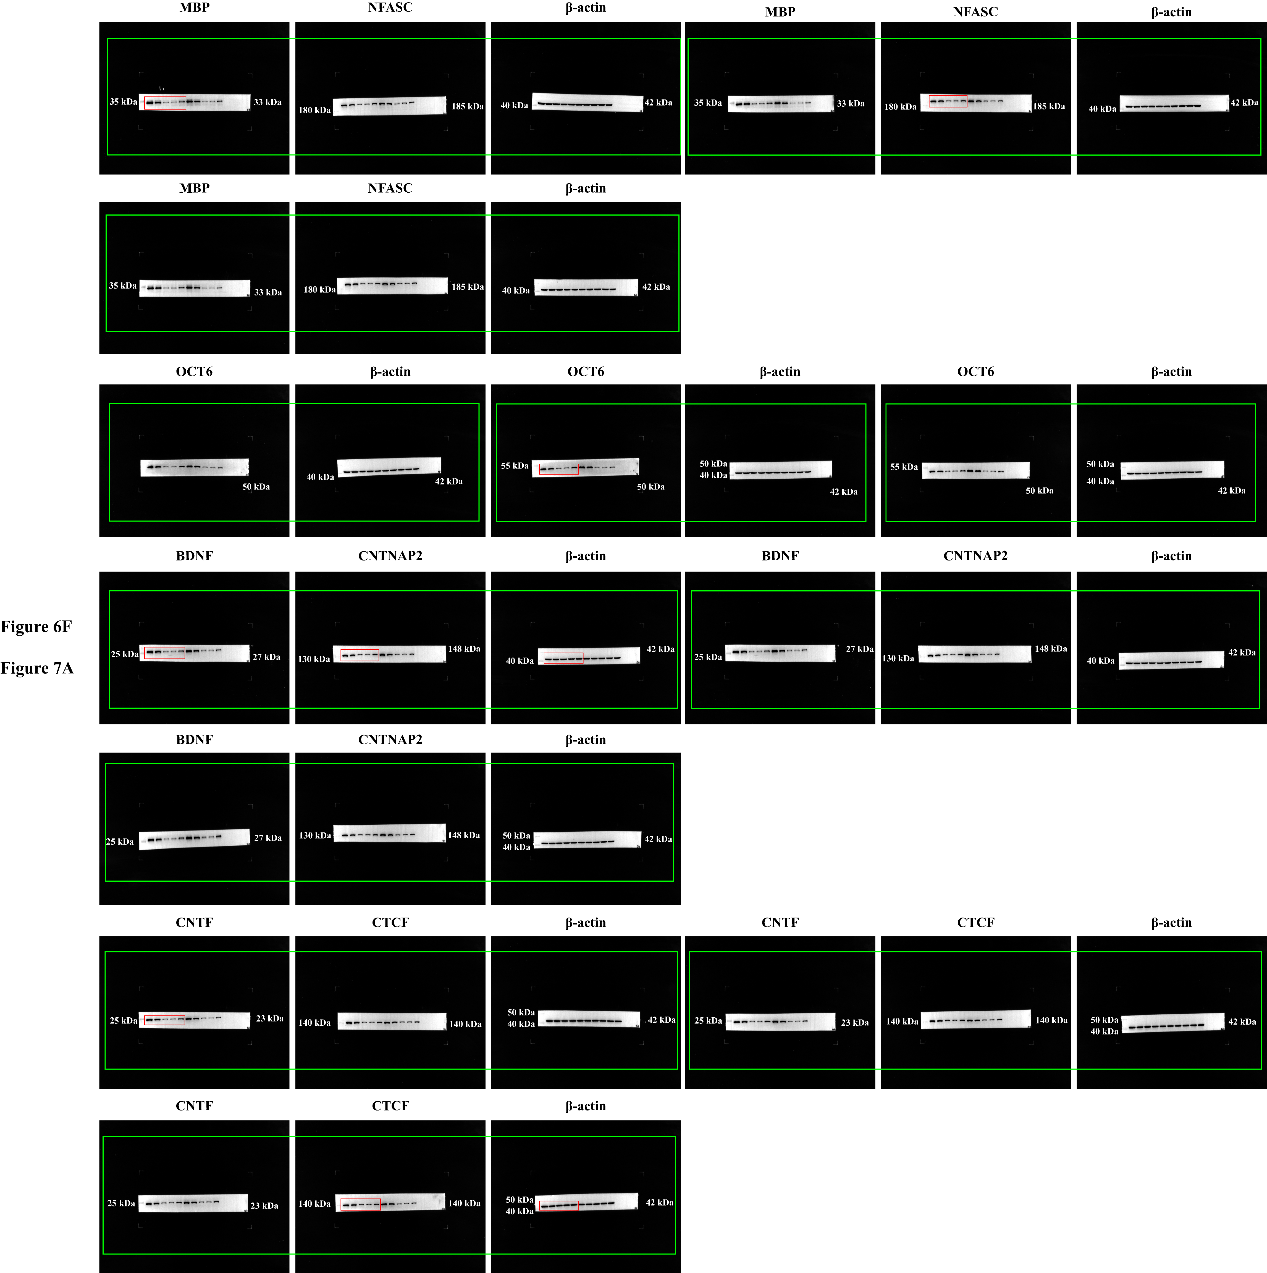

Supplementary figure 3 Full and uncropped western blots for Figure 6- Figure 7

How the deposited data were processed for this re-analysis (not part of the article)

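RNA-seq counts of 6 rabbit facial nerve libraries were analysed, 3 from the FNI group and 3 from the FNI+I-125 group, all harvested on day 14. The seed of the FNI+I-125 group had an activity of 0.8 mCi. The authors sequenced oligo dT selected mRNA on an Illumina HiSeq platform, aligned the reads to a rabbit genome and deposited 1 file of raw counts per library, with whole numbers per gene and no normalization. The paper's text names neither the aligner, the genome build and the counting program nor the test. Its supplementary text was searched as well. Replicates were not pooled in the files. The sham group and the protein blots were not analysed here.

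The files list the same 17396 genes. Total counts ran from 16031151 to 16798012 per library, with a median of 16682366 in the FNI group and 16511289 in the FNI+I-125 group. At this depth a gene with a count of 0 in a library can hold up to 3 counts, for counting error only. The paper states its depth in Gb of valid data, and the values here use the total counts. Of the gene identifiers, 2992 are LOC numbers, and 542 of these were given a symbol from the RefSeq gene table of rabbit assembly mOryCun1.1. Since the build behind the files is not named, no coordinates are given. For 25 genes the files hold a spreadsheet date in place of a name. These hold 0.188% of the counts, were kept in the tests and are not named.

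Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main comparison was FNI+I-125 against FNI with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest with default settings), TMM normalization and the filterByExpr filter with a minimum count of 10, which kept 14003 genes. Tests were two-sided, with Benjamini-Hochberg adjustment over all genes tested. Since edgeR's test gives no standard error, the size of the log2 fold change divided by the square root of F is printed as such. DEGs were called at an adjusted p under 0.05 and |log2 FC| of 1.5 or more, as the paper's results give it. The median prior degrees of freedom were 2.01. Single values, and means of lists in each library, were compared by an exact permutation test of log2(CPM + 1) over the 10 splits of the 6 libraries, whose smallest p is 0.1.

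Lists were written from general knowledge for 12 of the paper's terms, 16 cell types and 6 processes, and are not the databases' terms. No list was written for the term plasma membrane, which was not analysed here. The 12 lists were tested by a one-sided hypergeometric test (Fisher's exact test) among the DEGs, as in the paper's methods, with all genes tested as background. All lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 12 lists and over the 22 other lists. For the top 30 downregulated genes, the ranking was by log2 fold change, with the p-value as an alternative.

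The text names every gene that the paper's text names, with POU3F1 for OCT6, RBFOX3 for NeuN, MKI67 for Ki67 and ANK3 for AnkG, and the 2 genes whose labels in Fig. 1A can be read. It also names the 5 genes with the largest log2 fold change in each direction without overlap between the groups and the gene with the smallest p-value in each direction. For each list of a paper's term it names up to 3 genes with the smallest p-value in the paper's direction, and for 10 lists of cell types and processes the 3 genes with the highest mean CPM. Since the adjusted p gave 0 DEGs, this rule was applied to the genes at an unadjusted p under 0.05, and the choice of these 10 lists was made after values had been seen. ANK3, SUZ12 and YY1 had been missed and were added after values had been seen. Other genes are named as chosen after their values were seen. Some of the genes that this rule selects are not reported here.

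The alternatives were DESeq2 with its size factors and Wald test, limma-voom, library size only, upper-quartile normalization, library sizes without muscle genes, no filter on low counts, at least 10 counts in every library, an unadjusted p under 0.05 with edgeR and with DESeq2, a log2 fold change threshold of 1, a fold change threshold of 1.5, a replicate block, and leaving out each library in turn. For the lists, camera with an estimated correlation and fry were added. The comparison, the lists, the rule for named genes and these alternatives were fixed before the data were examined. DESeq2 with each library left out, and glmQLFit with legacy = FALSE, were chosen after seeing the data. The latter had been run first, and the default of the installed version was taken as main after both gave 0 DEGs. The test of dilution by gland and muscle transcripts replaced a first form that changed no value. The symbols for LOC numbers were added after a first run, which brought the oxidative phosphorylation list past the threshold.

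The statistics were tested on simulated data before use, with counts drawn from the means, library sizes and dispersion of these libraries and 200 genes changed by a log2 fold change of 3. With edgeR, run on 13824 genes, 169 of the 200 genes were recovered, with DESeq2, run on 14003, 187, and with limma-voom, run on 13824, 159. Wrong calls numbered 7, 60 and 6. At a lower dispersion, the 3 tests recovered 197, 196 and 197 genes. Genes were drawn independently of each other, so these numbers do not give the power in the libraries themselves. Other splits of the 6 libraries into 3 and 3 were run with the same tests. The labels give no batch, so no fit with a batch term was made.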

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

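In this part, the recalculation without gland and muscle genes and the comparison with the macrophage list were chosen after the results had been seen, and the other splits of the libraries and the fits with 1 library left out were planned.

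Lists of genes for 6 processes outside the terms that the paper reports for its sequencing were tested with camera, with adjustment over the 22 lists of cell types and processes. Of these, 5 were higher in the FNI+I-125 group than in the FNI group at an adjusted p under 0.05, each described in its own paragraph. None of the 6 passed with the correlation estimated from the data (camera, adjusted p from 0.423 to 0.676) or with fry (adjusted p from 0.279 to 0.397). Adjusted over the list alone, CDKN1A in the p53 target list and TXN in the oxidative stress response list passed both criteria, TXN being named after its value was seen, and over all genes tested 0 genes passed. At an unadjusted p under 0.05 and |log2 FC| of 1.5 or more, 1 gene of the p53 list, 1 of the interferon list, 7 of the cell cycle list, 0 of the oxidative phosphorylation list and 2 of the oxidative stress list were upregulated.

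Cell cycle genes were higher in the FNI+I-125 group for 34 of 35 genes, with a median log2 fold change of 1.16 (camera, adjusted p = 2.6e-13). The groups did not overlap for 26 of them, where chance gives 10%. The list's mean log2(CPM + 1) was 3.22, 3.26 and 2.58 in the FNI libraries and 4.44, 3.57 and 3.82 in the FNI+I-125 libraries (exact permutation test, p = 0.1). With 1 library left out, the adjusted p of camera ran from 1.1e-17 to 1.3e-09. MKI67 had a log2 fold change of 1.42 (standard error 0.42), PCNA of 0.39 (standard error 0.13) and MCM7 of 0.25 (standard error 0.19), or 0.0953 without FNI+I-125 replicate 1. Only the real split among the 10 splits of the 6 libraries gave as small a p-value for this list, that is 1 of 10, which is the smallest share that this design allows. The unadjusted p of camera was 1.2e-14 for the real split, and 2 splits that mix the groups came close, with 2.8e-14 and 2.9e-14. Dilution by abundant gland and muscle transcripts, which differ between the libraries, would lower all other genes alike. With library sizes that leave out gland and muscle genes and no composition factors, the median was 1.06, against 1.13 with library size only, while the median of all genes moved from -0.01 to -0.06. This correction differed between any pair of libraries by at most 0.183 on the log2 scale, less than the rise that stayed, which argues against dilution as the whole cause. More immune cell RNA in the libraries stays open. Pearson's r of the list with the macrophage list was 0.666 (permutation p = 0.140, 0.175 after adjustment over 5 such relations) and Spearman's rho was 0.600 (permutation p = 0.242). Without the 2 libraries farthest from the median of the macrophage list, r was 0.379, so the relation rests on these libraries. The macrophage list is itself higher in the FNI+I-125 group by camera, though its groups overlap (exact permutation test, p = 0.2). Its mean log2(CPM + 1) was 6.38, 6.86 and 4.91 in the FNI libraries, which is the order of the cell cycle list. In the FNI+I-125 libraries it was 6.80, 7.77 and 7.27, the opposite order to the cell cycle list. The neutrophil list, looked at after its values were seen, stood at 6.86, 3.87 and 4.60 there, which is the order of the cell cycle list. In the FNI libraries it stood at 4.59, 3.90 and 1.93, with replicates 1 and 2 in the other order. No correlation with the neutrophil list and no test within the groups was run. The 2 groups differ in this for both immune lists, so no conclusion is drawn. A response to the seed in the nerve was not tested apart from dilution and immune cell RNA.

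Genes of p53 targets were higher for 20 of 25 genes, with a median log2 fold change of 0.42 (camera, adjusted p = 1.3e-04), and 12 of them had no overlap between the groups. CDKN1A had 712, 945 and 752 counts in the FNI libraries and 1622, 6406 and 3175 in the FNI+I-125 libraries. Its log2 fold change was 2.23 (standard error 0.49), and 1.56 without FNI+I-125 replicate 2. CCNG1 stood at 0.27 (standard error 0.22), or 0.0797 without that library, and PHLDA3 at -0.44 (standard error 0.35), or -0.0682 without FNI replicate 3. With 1 library left out, the adjusted p of camera ran from 4.5e-07 to 0.00116. As small a p-value was given by 2 of the 10 splits, the other one having FNI replicates 1 and 3 and FNI+I-125 replicate 1 on one side. Without gland and muscle genes in the library sizes the median was 0.36, against 0.42 with library size only. What stayed exceeds the largest difference in this correction between libraries, which argues against dilution as the whole cause. The list followed the macrophage list, with a Pearson's r of 0.846 (permutation p = 0.0264, 0.132 after adjustment) and a Spearman's rho of 0.943 (permutation p = 0.0167), and r was 0.889 without the 2 libraries farthest from the median. RNA of immune cells and a response to radiation cannot be told apart here, since both lists are higher in the same group by camera.

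Interferon response genes were higher for 21 of 27 genes, with a median log2 fold change of 0.56 (camera, adjusted p = 0.00236). This rested on FNI+I-125 replicate 2. The list's mean log2(CPM + 1) was 5.97 in that library and from 4.36 to 5.03 in the other 5 (exact permutation test, p = 0.5), and without that library the adjusted p of camera was 0.991. The groups did not overlap for 6 of the genes. DDX58 had a log2 fold change of 0.59 (standard error 0.26) and MX1 of 0.19 (standard error 0.54), and without FNI+I-125 replicate 2 they stood at 0.26 and -0.63. As small a p-value was given by 7 of the 10 splits. Without gland and muscle genes in the library sizes the median was 0.50, against 0.54 with library size only. The rise that stayed exceeds the largest difference in the correction, but the groups overlapped after the correction (exact permutation test, p = 0.6). The rise is thus not beyond the spread between libraries, and dilution stays open. Pearson's r with the macrophage list was 0.245 (permutation p = 0.543, 0.543 after adjustment), Spearman's rho was 0.143 (permutation p = 0.803), and r was 0.185 without the 2 libraries farthest from the median. With 6 libraries this keeps more immune cell RNA open, and what sets FNI+I-125 replicate 2 apart was not tested.

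Oxidative stress response genes were higher for 19 of 25 genes, with a median log2 fold change of 0.38 (camera, adjusted p = 0.00943), and 10 of them had no overlap between the groups. The list's mean log2(CPM + 1) was 6.12, 6.16 and 6.15 in the FNI libraries and 6.11, 6.67 and 6.65 in the FNI+I-125 libraries (exact permutation test, p = 0.4). The list was not past the threshold without FNI+I-125 replicate 2 (camera, adjusted p = 0.0830) or without FNI+I-125 replicate 3 (camera, adjusted p = 0.0632). FTL had a log2 fold change of 1.37 (standard error 0.40), FTH1 of 0.34 (standard error 0.41) and GPX1 of 0.87 (standard error 0.38). With 1 library left out, FTH1 ran from 0.10 to 0.80 and GPX1 from 0.56 to 1.07. As small a p-value was given by 4 of the 10 splits. Without gland and muscle genes in the library sizes the median was 0.31, against 0.36 with library size only. Here too the rise that stayed exceeds the largest difference in the correction, but the groups overlapped after the correction (exact permutation test, p = 0.4). Dilution stays open for this list as well. Pearson's r with the macrophage list was 0.659 (permutation p = 0.121, 0.175 after adjustment), Spearman's rho was 0.771 (permutation p = 0.103), and r was 0.829 without the 2 libraries farthest from the median. The number of libraries keeps more immune cell RNA and a response of the nerve open alike.

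Oxidative phosphorylation genes encoded in the nucleus were higher for 32 of 36 genes, with a median log2 fold change of 0.18 (camera, adjusted p = 0.0129), and 4 of them had no overlap between the groups. The call was lost without FNI replicate 1 (camera, adjusted p = 0.182), without FNI replicate 3 (0.0621) and without FNI+I-125 replicate 2 (0.756). SDHA had a log2 fold change of 0.22 (standard error 0.18), UQCRC1 of 0.36 (standard error 0.18) and COX4I1 of -0.01 (standard error 0.19). Without FNI+I-125 replicate 2, SDHA stood at 0.0640 and UQCRC1 at 0.21. As small a p-value was given by 6 of the 10 splits. Without gland and muscle genes in the library sizes the median was 0.10, against 0.17 with library size only. All genes fell as much as the list, so the list's distance to them hardly moved, which dilution of all genes alike would not make. That distance is small, the list's groups overlap (exact permutation test, p = 0.4), and the rise that stayed is below the largest difference in the correction, so no value here excludes dilution. Pearson's r with the macrophage list was 0.751 (permutation p = 0.0944, 0.175 after adjustment), Spearman's rho was 0.886 (permutation p = 0.0333), and r was 0.709 without the 2 libraries farthest from the median. More immune cell RNA stays open for the same reason as in the lists described before.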

How the results depend on the processing

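In this part, DESeq2 with 1 library left out and glmQLFit with legacy = FALSE were chosen after the results had been seen.

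Numbers of DEGs depended on the test. At an adjusted p under 0.05 and |log2 FC| of 1.5 or more, 0 genes passed in either direction with edgeR as described and with limma-voom, library size only, upper-quartile normalization, library sizes without muscle genes, no filter on low counts, at least 10 counts in every library, a log2 fold change threshold of 1, a fold change threshold of 1.5 and legacy = FALSE. At an unadjusted p under 0.05, these alternatives gave 245 to 924 upregulated and 178 to 806 downregulated genes. The share of upregulated genes at the unadjusted p was 55.9% as described and, over these alternatives, ran from 51.2% with upper-quartile normalization to 65.6% with limma-voom. With edgeR and 1 library left out, this share ran from 43.2% without FNI replicate 1 to 68.6% without FNI+I-125 replicate 1. Without FNI replicate 1 there were 316 upregulated and 416 downregulated genes at that p. DESeq2 gave 289 upregulated and 175 downregulated genes at the adjusted p, or 62.3% upregulated. With the unadjusted p as criterion there were 388 upregulated and 306 downregulated genes with edgeR and 631 and 493 with DESeq2. The unadjusted p is the less strict criterion by construction, and the cause of the difference between edgeR and DESeq2 was not tested. Across the 6 edgeR fits that each left out 1 library, the number of upregulated genes ran from 0 to 38 and that of downregulated genes from 0 to 2. The highest values came without FNI+I-125 replicate 3, the library with few muscle transcripts in its group.

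With DESeq2 and 1 library left out, upregulated genes numbered 206 without FNI replicate 1, 400 without FNI replicate 2, 178 without FNI replicate 3, 100 without FNI+I-125 replicate 1, 158 without FNI+I-125 replicate 2 and 342 without FNI+I-125 replicate 3. Downregulated genes numbered 216, 277, 77, 63, 184 and 249 in the same order. Both numbers moved by over 1.5 times in some of these fits, which have fewer libraries.

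The log2 fold change of NFASC kept its sign under every alternative run. It was past both criteria with DESeq2 (-4.15), at the unadjusted p with edgeR (-4.14) and with DESeq2 (-4.15), and with DESeq2 without FNI replicate 1 (-4.60), without FNI replicate 2 (-4.68) and without FNI+I-125 replicate 2 (-5.12). Over the DESeq2 fits with 1 library left out its adjusted p ran from 7.5e-04 to 0.218, and over the edgeR and limma-voom alternatives with all libraries from 0.260 to 0.399. Without FNI replicate 3 it was -1.69 with either tool. NFASC stood at position 24 among the genes downregulated at the unadjusted p. This changed to 57 of 406 with no filter on low counts, where more genes of low counts are ranked, and to 7 of 231 with at least 10 counts in every library, where fewer are. It was 155 when ranked by p-value and 53 with DESeq2 and the unadjusted p. With DESeq2 it was 23, 24 and 23 of the genes at the adjusted p without FNI replicate 1, FNI replicate 2 or FNI+I-125 replicate 2. Among the larger number at the unadjusted p it was 151 of 194 without FNI replicate 3, 92 of 368 without FNI+I-125 replicate 1 and 188 of 787 without FNI+I-125 replicate 3. With limma-voom, with the replicate number as a block, and with edgeR without FNI replicate 3, without FNI+I-125 replicate 1 or without FNI+I-125 replicate 3, NFASC was not among these genes. The cause was not tested, apart from the library left out.

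Over-representation of the 12 lists followed the number of DEGs. With 0 DEGs its p was 1 for every list. With DESeq2, 10 lists were over-represented, with p-values of 2.5e-10 for cytokine-cytokine receptor interaction, 1.4e-04 for osteoclast differentiation, 6.4e-06 for rheumatoid arthritis, 4.7e-09 for immune response, 1.2e-25 for Z disc and 2.9e-14 for actin filament binding. They were 9.7e-04 for steroid biosynthesis, 4.7e-09 for cell adhesion molecules, 8.7e-13 for myelination and 1.9e-05 for axon guidance. At the unadjusted p with edgeR the values were 2.4e-16, 5.6e-08, 2.5e-07, 2.3e-17, 4.0e-17 and 3.2e-10 for the upregulated terms in the same order. For the downregulated terms they were 0.00468, 7.9e-10, 4.6e-15 and 5.1e-06. At the unadjusted p with DESeq2 they were 4.5e-34, 3.2e-14, 1.7e-18, 1.1e-22, 8.3e-28 and 9.4e-14, and 0.0137, 1.4e-10, 1.9e-18 and 3.7e-06. The PPAR and iron ion binding lists passed under none of these after adjustment over the 12 lists. With 1 library left out, the p-value of the Z disc list ran from 3.2e-29 to 1 and that of the actin list from 1.7e-05 to 1, the lowest without FNI+I-125 replicate 3.

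Set tests of the 12 lists were run with the normalizations, filters, block and libraries left out, and not with DESeq2, limma-voom or legacy = FALSE. They kept their direction in all of these, and their calls depended on how the correlation between genes was treated. With camera and an estimated correlation, the unadjusted p-values were 0.0914 for cytokine-cytokine receptor interaction, 0.0835 for osteoclast differentiation, 0.0749 for rheumatoid arthritis, 0.0835 for immune response, 0.223 for Z disc and 0.101 for actin filament binding. They were 0.268 for steroid biosynthesis, 0.429 for PPAR signaling pathway, 0.0330 for cell adhesion molecules, 0.128 for myelination, 0.0338 for axon guidance and 0.249 for iron ion binding. With fry they were 0.0376, 0.0242, 0.0253, 0.0283, 0.150 and 0.0459 for the upregulated terms. For the downregulated terms they were 0.172, 0.359, 0.0145, 0.0715, 0.0224 and 0.163 in the same order. None passed after adjustment over the 12 lists. Genes of one list rise and fall together across these libraries, for which a preset correlation of 0.01 leaves little room. The PPAR list was also past no threshold with library size only (0.0619) and upper-quartile normalization (0.0611), and ran from 0.00143 to 0.282 with 1 library left out. The iron ion binding list stood at 0.0648 with at least 10 counts in every library and ran from 0.00627 to 0.0662 with 1 library left out. The cause was not tested.

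The repair Schwann cell, fibroblast and keratinocyte lists, which were not past the threshold, changed direction, the latter 2 only with 1 library left out. The repair Schwann cell list was higher in place of lower with fry (unadjusted p = 0.962), library size only (0.975), upper-quartile normalization (0.898), no filter on low counts (0.850) and at least 10 counts in every library (0.766). With 1 library left out, the p-value ran from 0.104 to 0.971 for this list, from 0.141 to 0.917 for the fibroblast list and from 2.1e-04 to 0.817 for the keratinocyte list, which passed without FNI+I-125 replicate 3. Over the 22 lists of cell types and processes, 39 results were no longer past the threshold under alternatives with all libraries and 8 with 1 library left out, and 2 were newly past it.

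Among the 79 named genes that were tested, 4 changed sign, and none of them was past a threshold. CNTNAP2 ran from -1.10 to 1.19 with 1 library left out, and was -0.19 with DESeq2 without FNI replicate 3 and -1.10 with DESeq2 without FNI+I-125 replicate 3. BDNF ran from -0.32 to 1.56, and was -0.31 with DESeq2 without FNI+I-125 replicate 3. MX1 ran from -0.63 to 0.49, and was -0.0408 with DESeq2 without FNI replicate 2 and -0.62 with DESeq2 without FNI+I-125 replicate 2. COX4I1 ran from -0.16 to 0.13, and was 0.0681 with DESeq2 without FNI replicate 2 and 0.12 with DESeq2 without FNI+I-125 replicate 1. The sign of these depends on the library left out. In all, 126 results of named genes became past the criteria of their own setting under alternatives with all libraries and 205 with 1 library left out. The former include the settings with edgeR and with DESeq2 that take the unadjusted p in place of the adjusted p.

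The groups share replicate numbers, and a fit with the replicate number as a replicate block gave 0 upregulated and 0 downregulated genes, with 375 and 217 at an unadjusted p under 0.05. The numbers do not pair the rabbits, since the correlations of the deviations of same-numbered libraries from their group means were 0.0519, -0.191 and -0.137. In that fit CNTNAP2 stood at -0.17 and MX1 at -0.0231, both with the sign changed, and NFASC at -3.24 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.399).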

Differences from the paper's values

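In this part, DESeq2 with 1 library left out was chosen after the results had been seen.

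The paper's number of upregulated genes is 507, and 0 genes were upregulated here with edgeR at an adjusted p under 0.05. The paper gives the criterion as a q-value in its results and its methods on sequencing, and as a p in its methods on enrichment and above Fig. 1A. The main analysis used the former. The paper's number of downregulated genes is 437, against 0 here. Of the alternatives set before the data were examined, the unadjusted p with edgeR gave 388 upregulated and 306 downregulated genes, and the unadjusted p with DESeq2 gave 631 and 493, each within 1.5 times the paper's numbers. DESeq2 at the adjusted p gave 289 and 175, which did not close the gap. None of the other alternatives did at the adjusted p: limma-voom, library size only, upper-quartile normalization, library sizes without muscle genes, no filter on low counts, at least 10 counts in every library, the log2 fold change threshold of 1, the fold change threshold of 1.5, the replicate block and leaving out 1 library with edgeR. Combined with the unadjusted p, no filter on low counts gave 521 upregulated and 406 downregulated genes. In the same way, edgeR without FNI replicate 2 gave 500 and 413. Both are nearer to the paper's numbers than the values at the unadjusted p above, while limma-voom gave 340 and 178. At the adjusted p, DESeq2 without FNI replicate 2 gave 400 upregulated genes and without FNI+I-125 replicate 3 gave 342, within 1.5 times the paper's number. These fits were chosen after seeing the values. At that p, no DESeq2 fit with 1 library left out came within 1.5 times the paper's number of downregulated genes.

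The paper counts NFASC among the downregulated DEGs, and its log2 fold change is about -4.1 in Fig. 1A, read by eye. Here it was -4.14, but its adjusted p was 0.280 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NFASC passed both criteria with DESeq2 (adjusted p = 0.00655 from DESeq2's Wald test), at the unadjusted p with edgeR or DESeq2, and in 3 of the 6 DESeq2 fits with 1 library left out, which were chosen after seeing the values. The paper has NFASC among the top 30 downregulated genes. With edgeR, NFASC was among the top 30 of the genes at the unadjusted p when these were ranked by log2 fold change, and not when they were ranked by p-value. With DESeq2 it was among them by log2 fold change at the adjusted p and not at the unadjusted p, where it stood at position 53 of 493.

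The paper labels NRAP and CACNA1S in Fig. 1A among the DEGs. Here NRAP had an adjusted p of 0.280 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and CACNA1S was left out by the filter on low counts. With DESeq2 both passed, with adjusted p = 9.3e-04 for NRAP and 3.7e-04 for CACNA1S (DESeq2's Wald test). CACNA1S also passed with edgeR without FNI+I-125 replicate 3, as did NRAP.

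The paper finds its KEGG and GO terms enriched among the DEGs. Here no list of these terms was over-represented, since there were 0 DEGs, and all 12 lists went in the paper's direction in camera. With DESeq2, and at the unadjusted p with either tool, 10 of the 12 lists were over-represented, and the PPAR signaling pathway and iron ion binding lists were not. The lists are not the databases' terms.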

Other observations

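In this part, the tests on muscle, gland, myelin and fat transcripts were chosen after the results had been seen. So was the use of the fit without FNI replicate 3 to explain the change of NFASC, while that fit itself was planned. The set tests and the other splits of the libraries were planned as well.

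Other splits of the 6 libraries into 3 and 3 were run with the same tests. All 10 of the 10 splits gave as many genes as the real one at the adjusted p with edgeR, since each gave 0. At the unadjusted p, only the real split gave 694 genes, that is 1 of 10 splits, and the others gave 64 to 425. With DESeq2 at the adjusted p, 1 of 10 splits, the real one, gave 464 genes, and the others gave 8 to 387. All 12 lists of the paper's terms passed camera in 3 of the 10 splits. The log2 fold change of NFASC was as large in size in 2 of the 10 splits, at 4.14 for the real one and 4.21 for the split with FNI replicates 1 and 3 and FNI+I-125 replicate 2 on one side. The smallest share that 10 splits allow is 0.1.

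Lists of marker genes for 16 cell types were tested with camera, and 12 passed an adjusted p of 0.05, while 0 passed with an estimated correlation (adjusted p from 0.423 to 0.981) or fry (from 0.279 to 0.962). Higher in the FNI+I-125 group were macrophage genes (20 of 21 higher, median log2 fold change 1.28, camera adjusted p = 5.8e-06), neutrophil genes (10 of 12, 3.36, 0.00426), T and NK cell genes (15 of 15, 1.54, 2.3e-05) and B and plasma cell genes (12 of 15, 0.86, 0.0101). The macrophage list's mean log2(CPM + 1) was 6.38, 6.86 and 4.91 in the FNI libraries and 6.80, 7.77 and 7.27 in the FNI+I-125 libraries, with overlap (exact permutation test, p = 0.2). The neutrophil list was not past the threshold without FNI replicate 3 (camera, adjusted p = 0.116) or without FNI+I-125 replicate 1 (0.0791). Its mean log2(CPM + 1) was 4.59, 3.90 and 1.93 in the FNI libraries and 6.86, 3.87 and 4.60 in the FNI+I-125 libraries (exact permutation test, p = 0.4). Lower were endothelial genes (12 of 14 lower, -0.41, camera adjusted p = 1.4e-04) and genes of the Schwann lineage in any state (14 of 15 lower, -0.81, 0.0013). Not past the threshold were repair Schwann cell genes (median 0.13, camera adjusted p = 0.949), axon or neuron genes (-0.74, 0.232), fibroblast and perineurium genes (0.12, 0.641) and keratinocyte genes (0.33, 0.641). The keratinocyte list had a mean log2(CPM + 1) of 6.11 in FNI replicate 1 and 6.85 in FNI+I-125 replicate 3, and of 1.82 to 3.97 in the other 4 libraries. Genes of cholesterol synthesis, a process list of which 11 genes belong to another list, were lower for 19 of 22 genes, with a median of -0.88 (camera, adjusted p = 5.8e-06). The muscle, gland, myelinating Schwann cell and adipocyte lists passed as well and are given with their tests. Adjusted over the list alone, 18 genes of the contractile list, 13 of the other muscle list and 1 each of the muscle regeneration (PAX7), neutrophil (CHI3L1) and gland (SLC12A2) lists passed both criteria, and over all genes tested 0 genes passed. PAX7 and CHI3L1 are named after their values were seen. Among macrophage genes, GPNMB had a log2 fold change of 2.11 (standard error 1.33), CTSD of 1.28 (standard error 0.61) and LPL of -1.56 (standard error 0.71). Without FNI+I-125 replicate 2, GPNMB stood at 1.07 and CTSD at 0.59.

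Muscle transcripts were higher in the FNI+I-125 group. All 21 contractile genes had a positive log2 fold change, with a median of 5.00 (camera, adjusted p = 2.2e-08), as had 22 of 24 other muscle genes, with a median of 3.95 (camera, adjusted p = 9.1e-07), and 7 of 8 muscle regeneration genes, with a median of 3.06 (camera, adjusted p = 0.00426). The mean log2(CPM + 1) of the contractile genes was 2.79, 1.82 and 2.54 in the FNI libraries and 7.59, 7.35 and 1.65 in the FNI+I-125 libraries (exact permutation test, p = 0.4). ACTA1 had 640, 38 and 314 counts against 34204, 36147 and 35, and the contractile genes took 0.672%, 0.623% and 0.0318% of the counts of the FNI+I-125 libraries. Of these genes, 12 belong to another list and 10 were over 1 CPM in every FNI library. Of the contractile genes, 0 were above all FNI libraries in FNI+I-125 replicate 3, which argues against a response of the nerve to I-125 in every rabbit. A candidate explanation is muscle tissue carried into FNI+I-125 replicates 1 and 2. If so, muscle genes outside the contractile apparatus should rise in the same libraries, and 21 of 24 were higher in these 2 libraries than in the other 4, as were 21 of 21 contractile genes, against 12.7% of all genes. The Z disc and actin filament binding lists hold genes of these muscle lists. A response in some rabbits was not tested apart from this.

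Gland transcripts differed between single libraries. DNASE1 stood at 2419, 48086 and 15.8 CPM in the FNI libraries and at 573, 16.2 and 13.4 CPM in the FNI+I-125 libraries, and CA6 at 607, 8785 and 3.49 against 134, 2.19 and 2.11 CPM. Both were chosen after their values were seen. The log2 fold change of DNASE1 was -6.39 (standard error 2.99) and that of CA6 -6.09 (standard error 2.98), with overlapping groups. Without FNI replicate 2 they were -2.60 and -2.73, and without FNI+I-125 replicate 1 they were -10.15 and -10.50. A list of parotid and salivary gland genes was lower for 9 of 10 genes, with a median log2 fold change of -2.73 (camera, adjusted p = 0.00217). A candidate explanation is salivary gland tissue carried into FNI replicates 1 and 2 and FNI+I-125 replicate 1. Of the 10 gland genes, 3 were higher in each of these 3 libraries than in the other 3, against 3.41% of all genes. They were PIP, with 248, 1131 and 0.709 CPM in the FNI libraries and 49.3, 0.548 and 0.470 CPM in the FNI+I-125 libraries, ZG16B and AQP5. CLDN10 missed this by 1.11 CPM in FNI+I-125 replicate 1 against 1.12 CPM in FNI replicate 3. DMBT1, KRT18, KRT19, KRT8 and ELF5 were higher in the 3 libraries than in FNI replicate 3 and FNI+I-125 replicate 2, and FNI+I-125 replicate 3, which is high in keratinocyte genes, was high as well. These 5 genes are named after their values were seen. ZG16B stood at 465 and 238 CPM in FNI replicates 1 and 2 and 96.0 CPM in FNI+I-125 replicate 1. SLC12A2, whose log2 fold change was -2.05 (standard error 0.43), did not follow these libraries, with 267 CPM in FNI replicate 3. The gland list with DNASE1, CA6 and 3 further genes chosen after their values were seen took 12.0% of the counts of FNI replicate 2 and 0.00954% to 0.989% of the other libraries. The gland list has 5 genes over 1 CPM in every FNI library. No biological explanation was tested.

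NFASC varied with genes of myelinating Schwann cells. This list, which does not hold NFASC and of which 18 genes belong to the myelination list, was lower for 20 of 20 genes, with a median log2 fold change of -3.29 (camera, adjusted p = 1.2e-09). PMP22 had a log2 fold change of -3.29 (standard error 1.13) and PRX of -3.88 (standard error 1.45). Without FNI replicate 3, PMP22 stood at -1.44 and PRX at -2.02. The list's mean log2(CPM + 1) was 6.87, 6.04 and 8.80 in the FNI libraries and 3.85, 5.62 and 4.19 in the FNI+I-125 libraries. If less myelinating Schwann cell RNA lies behind the lower NFASC, NFASC relative to this list should not differ between the groups. On the log2 scale this difference was -0.39 (exact permutation test, p = 0.8), with -0.63 ± 0.96 (SD, n = 3) in the FNI group and -1.02 ± 0.12 (SD, n = 3) in the FNI+I-125 group. Relative to genes of the Schwann lineage in any state the difference was -2.32 (exact permutation test, p = 0.2). FNI replicate 3 may carry much of the difference, since the log2 fold change of NFASC was -1.69 without it. Less RNA of myelinating cells, or lower expression of myelin genes in such cells, may each give this, and a response to the seed stays open as untested.

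Genes of fat cells were lower in the FNI+I-125 group for 18 of 18 genes, with a median log2 fold change of -1.35 (camera, adjusted p = 5.8e-06). ADIPOQ had a log2 fold change of -0.82 (standard error 0.25), LPL of -1.56 (standard error 0.71) and FABP4 of -1.35 (standard error 0.63). Without FNI replicate 3 they stood at -0.56, -1.05 and -0.65. The list's mean log2(CPM + 1) was 4.65, 6.01 and 6.76 against 4.01, 4.38 and 5.44 (exact permutation test, p = 0.2). Of these genes, 6 belong to another list, and 17 were over 1 CPM in every FNI library. Less fat tissue in the libraries may be a cause and stays open. The 15 adipocyte genes outside lipid synthesis had a median of -1.35, which decides nothing, since all genes of the whole list are lower. Lower expression in fat cells after the seed was not tested.

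The paper follows several proteins by blot or staining in other rabbits or in cells. For CTCF, CNTNAP2 and NFASC it also measured mRNA by RT-qPCR in cultured Schwann cells, and it reports lower levels after I-125 treatment. The nerve mRNA of the proteins is given here for the 6 libraries, which is another material than these cells. The adjusted p is from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CTCF stood at 81.9 ± 1.71 CPM in the FNI group and 77.8 ± 5.45 CPM in the FNI+I-125 group (SD, n = 3 each), a log2 fold change of -0.07 (standard error 0.10, adjusted p = 0.711). With 1 library left out, that of CTCF ran from -0.13 to -0.0561. CNTNAP2 stood at 13.6 ± 11.8 and 17.1 ± 18.8 CPM, with 0.33 (standard error 1.08, adjusted p = 0.884). Its counts were 218, 409 and 38 against 64, 140 and 658, and its log2 fold change was -1.10 without FNI+I-125 replicate 3. MBP had a log2 fold change of -3.29 (standard error 1.36, adjusted p = 0.296), or -1.504 without FNI replicate 3, POU3F1 of -1.13 (standard error 0.66, adjusted p = 0.388), or -0.60 without FNI replicate 1 and -1.76 without FNI+I-125 replicate 2, and BDNF of 0.75 (standard error 1.24), whose sign changed without FNI+I-125 replicate 3, at -0.32. CNTF had -3.22 (standard error 1.04, adjusted p = 0.280), or -1.46 without FNI replicate 3, and S100B -2.54 (standard error 0.99, adjusted p = 0.286), or -0.91 without it. The groups did not overlap for CNTF and S100B, nor for MKI67 (exact permutation test, p = 0.1 each). With DESeq2's Wald test CNTF (adjusted p = 0.0117), S100B (0.0437) and MKI67 (0.0344) passed an adjusted p of 0.05, MKI67 with a log2 fold change under 1.5. RBFOX3 had at most 9 counts in a library and did not pass the filter, so a difference was not detectable at this depth. JUN, which the paper's introduction names, had a log2 fold change of 0.35 (standard error 0.25), from 0.15 to 0.57 with 1 library left out. Of the genes that the paper's discussion names, YY1 had -0.16 (standard error 0.12), SUZ12 0.0898 (standard error 0.12) and ANK3 -0.95 (standard error 0.43), or -0.44 without FNI replicate 3. With 1 library left out, YY1 ran from -0.24 to -0.11 and SUZ12 from 0.0450 to 0.0960.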
